# A critical role for the chromatin remodeller CHD7 in anterior mesoderm during cardiovascular development

**DOI:** 10.1016/j.ydbio.2015.06.017

**Published:** 2015-09-01

**Authors:** Sophie Payne, Matthew J. Burney, Karen McCue, Nelo Popal, Sean M. Davidson, Robert H. Anderson, Peter J. Scambler

**Keywords:** Chromatin remodelling, Heart development, Congenital heart defects, CHARGE syndrome

## Abstract

CHARGE syndrome is caused by spontaneous loss-of-function mutations to the ATP-dependant chromatin remodeller chromodomain-helicase-DNA-binding protein 7 (CHD7). It is characterised by a distinct pattern of congenital anomalies, including cardiovascular malformations. Disruption to the neural crest lineage has previously been emphasised in the aetiology of this developmental disorder. We present evidence for an additional requirement for CHD7 activity in the *Mesp1*-expressing anterior mesoderm during heart development. Conditional ablation of *Chd7* in this lineage results in major structural cardiovascular defects akin to those seen in CHARGE patients, as well as a striking loss of cardiac innervation and embryonic lethality. Genome-wide transcriptional analysis identified aberrant expression of key components of the Class 3 Semaphorin and Slit–Robo signalling pathways in *Chd7*^*fl/fl*^*;Mesp1-Cre* mutant hearts. CHD7 localises at the *Sema3c* promoter *in vivo*, with alteration of the local chromatin structure seen following *Chd7* ablation, suggestive of direct transcriptional regulation. Furthermore, we uncover a novel role for CHD7 activity upstream of critical calcium handling genes, and demonstrate an associated functional defect in the ability of cardiomyocytes to undergo excitation–contraction coupling. This work therefore reveals the importance of CHD7 in the cardiogenic mesoderm for multiple processes during cardiovascular development.

## Highlights

• *Chd7* knockdown in the cardiogenic mesoderm leads to major structural heart defects.
• Cardiomyocyte excitation–contraction coupling is disrupted after Chd7 ablation.
• Components of Semaphorin, Slit–Robo and calcium handling pathways are dysregulated.
• CHD7 directly binds and alters the local chromatin structure at the *Sema3C* promoter.

## 1 Introduction

Heart development involves a series of tightly-regulated morphological changes, from the early establishment of a linear tube to looping, chamber formation, and septation (Buckingham et al., 2005). The importance of epigenetic regulation of gene expression programmes during this complex process is becoming increasingly apparent, with a range of chromatin-remodelling and histone-modifying factors now identified with roles in cardiovascular development and disease (Chang and Bruneau, 2012). Chromodomain-helicase-DNA-binding protein 7 (CHD7) is a large ATP-dependant nucleosome-remodelling protein. It co-localises with mono- and tri-methylated lysine 4 on histone H3 (Schnetz et al., 2009), and shows a high level of co-occupancy with p300 binding sites in embryonic stem cells, indicating it may regulate gene expression through enhancer-binding (Schnetz et al., 2010). Chromatin remodelling by CHD7 is involved in the transcriptional regulation of key developmental processes, including great vessel morphogenesis (Randall et al., 2009), neural crest cell (NCC) formation (Bajpai et al., 2010), and neuronal differentiation (Engelen et al., 2011; Layman et al., 2009).

Haploinsufficiency for *CHD7* causes human CHARGE syndrome in over 90% of clinical cases (Vissers et al., 2004). CHARGE is a developmental disorder characterised by a specific pattern of defects, including ocular coloboma, heart malformations, atresia of the choanae, growth retardation, genital hypoplasia and ear abnormalities (Hall, 1979). A wide range of congenital heart defects are seen in approximately 74–77% of CHARGE patients (Zentner et al., 2010; Corsten-Janssen et al., 2013), with an overrepresentation of atrioventricular septal defects (AVSDs) and outflow tract (OFT) defects (Corsten-Janssen et al., 2013). *CHD7* mutations have also been detected in a large-scale study of *de novo* mutations in human sporadic congenital heart defects (Zaidi et al., 2013).

Investigation of *Chd7*-null embryos indicates that CHD7 interacts with BMP-activated SMAD1/5/8 to regulate expression of cardiogenic BMP target genes such as *Nkx2.5, Gata4 and Tbx20* during early cardiogenesis and chamber formation (Liu et al., 2014). However, C*hd7*^*−/−*^ mouse mutants die at embryonic day (E)10.5 due to p53-dependant growth failure (Van Nostrand et al., 2014), limiting a full assessment of heart development. *Chd7*^*+/*^^−^ mice are viable and phenocopy a number of aspects of CHARGE syndrome, including partial penetrance of ventricular septal defects (VSDs) and interrupted aortic arch type B (IAA-B) (Randall et al., 2009; Bosman et al., 2005; Hurd et al., 2007), although the full spectrum and severity of CHARGE cardiovascular malformations are not seen. We have therefore utilised a conditional knockdown model to investigate further the role of CHD7 and its tissue-specific requirements during heart development.

There are three known developmental origins for the cells that make up the mature heart: the cardiogenic mesoderm, from which the myocardium and endocardium are derived (Saga et al., 1999); cardiac NCCs, which contribute to OFT septation and great vessel development (Creazzo et al., 1998; Waldo et al., 2005); and the proepicardial organ, which provides components of the coronary vasculature system (Merki et al., 2005). CHARGE syndrome is often classified as a disease arising from maldevelopment of NCCs, known as a neurocristopathy (Etchevers et al., 2006), and CHD7 activity has been shown to have an essential role in the activation of the NCC transcriptional circuitry (Bajpai et al., 2010). We show for the first time that loss of *Chd7* in the early cardiogenic mesoderm, driven by *Mesp1-Cre*, results in major structural defects and gene dysregulation, leading to cardiac failure and embryonic lethality around E15.5. Endocardial-specific ablation of *Chd7* also results in septation and great vessel defects, indicating disruption to endocardium development is contributing to these malformations. CHD7 action lies upstream of key extracellular signalling molecules, including components of the Semaphorin and Slit–Robo pathways, as well as cardiac calcium handling genes, with consequences for excitation–contraction coupling in cardiomyocytes. Together, these results indicate that disruption to CHD7 activity in the cardiogenic mesoderm significantly contributes to the cardiovascular malformations seen in CHARGE patients.

## 2 Results and discussion

### 2.1 Embryonic lethality and great vessel defects following mesodermal ablation of *Chd7*

Mice homozygous for a conditional floxed *Chd7* allele (*Chd7*^*fl/fl*^) were crossed with *Chd7*^*fl/+*^*;Mesp1-Cre* mice, to homozygously ablate *Chd7* expression in the anterior mesoderm (Supplemental Fig. S1). *Mesp1-Cre* is expressed from E6.5 in the pharyngeal and cardiac mesoderm, including both the first and second heart fields of mesodermal cardiac progenitors (Saga et al., 1999), and *in situ* hybridisation (ISH) confirmed loss of *Chd7* mRNA throughout the heart in E11.5 *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos (Supplemental Fig. S2). No liveborn *Chd7*^*fl/fl*^*;Mesp1-Cre* pups were produced from this cross, and at E18.5 the number of *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos collected were significantly below their expected Mendelian ratios (Supplemental Table S1). Approximately three-quarters of *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos survived to E15.5, although over 90% (*n*=22) showed severe oedema and/or haemorrhaging, indicative of cardiac failure (Fig. 1A). This conditional model therefore bypasses the p53-dependant developmental delay and early embryonic lethality seen with constitutive *Chd7*^*−/*^^−^ mutants, allowing a fuller assessment of heart development and investigation into the role of CHD7 in septation and great vessel remodelling.

Examination of the great arteries at E15.5 revealed that 21% (*n*=14) of *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos had interrupted aortic arch type B (IAA-B, Fig. 1B), compared to just 4% of heterozygous gene-trapped *Chd7*^*xk/+*^ embryos (Randall et al., 2009). The great vessel defects in *Chd7*^*xk/+*^ mutants were attributed to earlier pharyngeal arch artery (PAA) malformations seen at E10.5, and *Chd7* expression in the pharyngeal surface ectoderm – but not the mesoderm – was shown to be required for this early PAA morphogenesis (Randall et al., 2009). However, the PAAs were formed normally in all E10.5 *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos examined (*n*=14, Fig. 1C), presumably as the ectodermal expression of *Chd7* is unaffected in this genotype. Instead, the IAA-Bs seen at E15.5 were likely due to a later PAA remodelling defect, indicating that *Chd7* is required in mesodermal derivatives for remodelling of the OFT and PAAs to form the mature configuration of the aortic arch and great vessels.

### 2.2 Major septation defects affect both the arterial and venous poles

Correct alignment and septation of the developing cardiac components ensures the complete separation of the pulmonary and systemic circulations, which is vital for effective cardiovascular function. Haematoxylin and eosin (H&E) staining of sections showed major structural defects in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (summarised in Fig. 2A and Table 1). Sixty percent of hearts examined at E15.5 (*n*=10) had double outlet arising from the right ventricle (DORV, Fig. 2B), and common arterial trunk (CAT) was seen in one *Chd7*^*fl/fl*^*;Mesp1-Cre* embryo at E13.5 (*n*=10, Fig. 2C). Whilst these malformations are indicative of an abnormality in the addition of second heart field (SHF)-derived cells to the arterial pole, Islet-1 staining showed similar distributions of undifferentiated SHF progenitors in the developing OFTs of control *Chd7*^*fl/fl*^ and mutant *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Supplemental Fig. S3). It may therefore be the subsequent differentiation of these SHF-derived cells in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts that is underlying the observed OFT defects.

All hearts examined at E15.5 also had double inlet left ventricle (DILV, Fig. 2D), a severe form of AVSD whereby both atria are connected through a common atrioventricular (AV) valve to a dominant left ventricle, with no access from the AV junction to the incomplete right ventricle. Related to this malformation, an inter-ventricular communication was observed in all hearts, and the venous valves were absent or poorly formed. Furthermore, the ventricular mural myocardium was poorly compacted in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Fig. 2E), although the development of the epicardium looked normal (Supplemental Fig. S4).

The presence of AVSD and common AV valves is indicative of a failure of the vestibular spine (also known as the dorsal mesenchymal protrusion) to form at the venous pole of the heart. It is this spine that drives the separation of the AV canal into its left and right components and carries forward the inferior ends of the venous valves (Anderson et al., 2003). To investigate this further, optical projection tomography (OPT) was used to examine hearts at E11.5, which showed the vestibular spine was absent or reduced in size in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Fig. 3A). This imaging also showed grossly abnormal positioning of the endocardial cushions, which were markedly rotated within the AV canal compared to the control hearts (Fig. 3B). These local tissue swellings contribute to the septation of the chambers to form the functional four-chambered heart, and a hypocellular AV cushion defect has been reported in *Chd7*-null embryos at E9.5 and E10.5 (Liu et al., 2014). Despite their abnormal positioning, a similar hypocellular defect was not seen in the cushions of *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts at E10.5 or E11.5 (Fig. 3C and Supplemental Fig. S5), indicating that mesenchymal population of the cushions is not affected in these conditional mutants.

The great vessel, OFT and septation defects we observed in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts correlate well with the reported clinical CHARGE malformations (Corsten-Janssen et al., 2013). However, whilst AVSD is commonly seen, DILV is not usually associated with CHARGE syndrome. This difference likely reflects dosage dependence for *Chd7* expression, with homozygous deletion of *Chd7* in the mesoderm resulting in a greater reduction in CHD7 activity than occurs in CHARGE patients. Similarly, lack of haploinsufficiency in our heterozygous mesodermal conditional mutants indicates that hemizygosity for the CHD7 protein is required in multiple tissue types for the CHARGE phenotype to become manifest. Interestingly, this combination of DILV with concordant ventriculo-arterial connections seen in the *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts is analogous to the extremely rare condition in humans known as the “Holmes heart” (Dobell and Van Praagh, 1996).

### 2.3 Defective cardiac innervation and coronary vein development

To characterise further the cardiac phenotype following mesodermal *Chd7* ablation, the innervation and vascularisation of these hearts was investigated. Wholemount immunostaining for Neurofilament-66 showed major truncation of the neuronal axons innervating *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Fig. 4A). Both sympathetic and parasympathetic axons can be seen on the dorsal surface of the heart by E15.0, although they are predominantly sympathetic (Nam et al., 2013). They are derived from NCCs, which migrate to the dorsal aorta, differentiate into neurons and extend axonal projections into the cardiac tissue (Hasan, 2013). As *Chd7* expression is not deleted in NCCs in *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos, this is indicative of a non-cell autonomous effect of mesodermal *Chd7* knockdown on the NCCs or neurons that contribute to cardiac innervation.

Major disruption to the coronary veins on the dorsal surface of the heart was also seen at E15.5 in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts by anti-Endomucin immunostaining, with either severe truncation of vessels or ectopic formation of multiple small veins (Fig. 4B). However, the coronary veins formed normally when *Chd7* was ablated specifically in endothelial cells using *Tie2-Cre* (Fig. 4C). Therefore, CHD7 activity within the myocardium again appears to have a non-cell-autonomous effect on the migratory endothelial cells required for the development of the coronary veins, presumably through transcriptional effects on extracellular guidance signalling from the myocardium to the venous endothelial cells.

### 2.4 Dissecting the role of CHD7 in the endocardium

The septation and trabeculation defects observed in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts could be due to abnormal development of the endocardium and its derivatives. We therefore addressed the importance of CHD7 activity in this lineage by utilising the pan-endothelial marker *Tie2-Cre* (Kisanuki et al., 2001) to drive endocardial-specific *Chd7* ablation. *Chd7*^*fl/fl*^*;Tie2-Cre* offspring were viable, and significantly fewer *Chd7*^*fl/fl*^*;Tie2-Cre* embryos collected at E15.5 showed oedema compared with *Chd7*^*fl;fl*^*;Mesp1Cre* embryos (see Table 2 and Fig. 5A). Furthermore, none showed haemorrhaging, indicating that CHD7 activity is not required cell autonomously for vessel integrity. Some great vessel and septation defects were present (Fig. 5B–C), and three out of eight *Chd7*^*fl/fl*^*;Tie2-Cre* embryos showed a similar myocardial non-compaction defect to *Chd7*^*fl;fl*^*;Mesp1-Cre* hearts. However, these malformations were seen at a lower penetrance and without the accompanying alignment defects seen following *Mesp1-Cre*-driven ablation. There were also no examples of DORV or CAT seen in *Chd7*^*fl/fl*^*;Tie2-Cre* embryos, suggesting that CHD7 activity in the endocardium is not involved in arterial pole septation.

Together, this data indicates that there is indeed a role for *Chd7* in the endocardium for AV canal septation and compaction of the myocardial walls. However, as the full *Chd7*^*fl/fl*^*;Mesp1-Cre* cardiac phenotype is not recapitulated in *Chd7*^*fl/fl*^*;Tie2-Cre* hearts, it may not be the only underlying mechanism. Reciprocal interactions between the endocardium and myocardium, which are both derived from *Mesp1*-expressing progenitors, are crucial during heart development (Tian and Morrisey, 2012). Therefore, it is likely the increased severity and frequency of defects seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts is due to a requirement for CHD7 activity in both lineages. Furthermore, as *Tie2-Cre* also marks the venous precursors of the lymphatic vasculature (Srinivasan et al., 2007), the absence of haemorrhage and the low penetrance of oedema in *Chd7*^*fl/fl*^*;Tie2-Cre* conditionals is not supportive of a major role for CHD7 in lymphatic development. Instead, poor cardiac function is most likely to be underlying these phenotypes in *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos.

### 2.5 Differential gene expression following mesodermal *Chd7* ablation

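Hearts of *Chd7* fl/fl*;Mesp1-Cre* embryos, in which Cre recombinase removes *Chd7* from the anterior mesoderm and its descendants, were measured singly on Affymetrix Mouse Gene 1.0 ST arrays beside control hearts. There were 16 arrays in 4 groups, with 4 mutant and 4 control hearts at each of E11.5 and E13.5. A dissected heart holds myocardium, endocardium, epicardium, cushion mesenchyme, nerves and blood, so each value is an average over these tissues. The paper gives the controls as *Chd7*+/+*;Mesp1-Cre*, whereas the deposited labels call them WT and name a cross between *Chd7* fl/fl and *Chd7* fl/+*;Mesp1-Cre* mice, which cannot give *Chd7*+/+ offspring, so their exact genotype is not settled here. The labels give no sex. Of the Y-linked genes *Eif2s3y*, *Kdm5d* and *Uty*, expression was high in 4 of 4 control and 2 of 4 mutant hearts at E11.5, and in 2 of 4 control and 1 of 4 mutant hearts at E13.5. The labels and the main text of the paper give no dates of hybridisation or scanning. The supplemental methods and the probe-level data were not read for them, so batches of arrays were not tested. The authors normalised the arrays with RMA, and the deposited values are on the log2 scale, from 2.74 to 14.56. The SD within an array lay between 2.18 and 2.26 at E11.5 and between 2.38 and 2.42 at E13.5. From there, the 16 arrays were fitted together with limma, with a mean for each of the 4 groups and 12 residual degrees of freedom, and p values were adjusted by the Benjamini–Hochberg procedure over all probe sets of each comparison. A gene was called up- or downregulated when a probe set naming this gene alone had an adjusted p under 0.05 and a log2 FC (mutant minus control) over 0.5 in size. Of the probe sets, 21640 named a single gene, 1321 named several and 11799 named none, which gave 19937 genes. For a gene with several probe sets, values are those of the probe set with the highest mean over the 16 arrays. Lists of genes were tested with camera, which asks whether a list changed more than other genes did. Fry, run beside it, asks a different question, whether a list changed at all. The lists were written before the data were examined, but after the paper and its Table S2 had been read. The number of arrays limits the precision: in simulated data of this size, a true log2 FC of 1 was found for 74% of 50 genes at E11.5 and for 76% of 50 genes at E13.5. These shares hold for the simulated number of changed genes and spread, and may be lower in the real hearts. The smallest p that an exact permutation test of 4 hearts against 4 allows is 0.0286, and chance alone sets 2.86% of genes fully apart between the groups.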

To investigate the global transcriptional changes underlying the observed cardiovascular defects, microarrays were performed on mRNA extracted from dissected *Chd7*^*fl/fl*^*;Mesp1-Cre* versus *Chd7*^*+/+*^*;Mesp1-Cre* hearts. Gene expression was examined at both E11.5 and E13.5, when the growth of the vestibular spine, development of the endocardial cushions, and septation is normally occurring. Crucially, most cardiovascular defects occurred later in our conditional model than on the background of global *Chd7* knockdown and gross developmental delay, with no major loss of tissue or hypocellular phenotype in either E10.5 or E11.5 *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts. Therefore, our analysis of a role for CHD7 subsequent to its previously-reported BMP-dependant role upstream of *Nkx2.5* should not be compromised by earlier defects (Liu et al., 2014). Furthermore, Western blot analysis of CHD7 protein in dissected wild-type hearts showed CHD7 was detectable until E13.5, whilst nuclear CHD7 protein was observed by immunohistochemistry throughout wild-type hearts at E10.5 and E11.5 (Supplemental Fig. S6). This indicates a later role for CHD7 in cardiovascular development than can be examined in constitutive *Chd7*^*−/−*^ mutants.

Full lists of genes with altered expression (log_2_ FC>0.5, *p*<0.05) in the heart at E11.5 or E13.5 following mesodermal deletion of *Chd7* are available in Supplemental Table S2. 

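Without adjustment for multiple testing, 340 genes were lower and 284 higher in mutant hearts at E11.5, and 139 were lower and 121 higher at E13.5 (log2 FC over 0.5 in size, unadjusted p under 0.05 from limma). Among those that passed only without adjustment at E11.5, *Myl1*, a myosin light chain of muscle, had a log2 FC of -0.91 (standard error 0.32, adjusted p = 0.360). The endothelin receptor gene *Ednrb* had a log2 FC of -0.51 (standard error 0.15, adjusted p = 0.226), and that of *Frzb*, a secreted Wnt antagonist, was -0.77 (standard error 0.19, adjusted p = 0.145). In the other direction, *Myom2*, which encodes a protein of the sarcomeric M-band, had a log2 FC of 1.05 (standard error 0.22, adjusted p = 0.0691), and it passed under some alternatives and without mutant E11.5 replicate 2 or control E11.5 replicate 2 (adjusted p between 0.0375 and 0.350 over the alternatives). For each of these 4 genes, the 4 mutant hearts lay fully to one side of the 4 control hearts. Table S2 of the paper lists 886 gene entries over both stages, of which 813 matched a gene with a probe set of its own. Of these 813, 786 had the same sign of log2 FC here and 764 had a log2 FC within 0.1 of the paper's. With any of a gene's probe sets allowed, 795 were within 0.1. The Pearson correlation of the log2 FC values across the matched genes was 0.963, a value raised by pooling lists of opposite sign. Within the lists it was 0.685 for the lower and 0.614 for the higher genes at E11.5, and 0.852 and 0.942 at E13.5. Genes are not independent replicates, and the table comes from the same arrays, so the overlap tests the processing only.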

Multiple testing correction using the Benjamini–Hochberg procedure identified 31 genes that were significantly downregulated and 20 genes upregulated at E11.5, whilst 6 genes were downregulated and 3 upregulated at E13.5 (log_2_ FC>0.5, adj. *p*<0.05-see Table 3). This is consistent with previous reports that chromatin remodelling by CHD7 acts as a “transcriptional rheostat” to modulate the expression of its target genes in either a positive or negative direction (Schnetz et al., 2010). 

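*Chd7* itself was downregulated at both stages. Its log2 expression was 9.46 ± 0.29 (SD, n = 4) in mutant and 10.75 ± 0.13 (SD, n = 4) in control hearts at E11.5, a log2 FC of -1.29 (standard error 0.14, adjusted p = 0.00132), or 40.8% of the control level. At E13.5 it was 8.97 ± 0.08 (SD, n = 4) against 10.06 ± 0.24 (SD, n = 4), a log2 FC of -1.08 (standard error 0.14, adjusted p = 0.0209), or 47.3% of the control level. These values are those of the brightest of its 30 probe sets, whose log2 FC ranged from -1.72 to -0.41 at E11.5 and from -1.58 to -0.45 at E13.5, so the remaining level depends on the probe set. This brightest probe set did not pass at E13.5 without mutant E13.5 replicate 3 or 4 or control E13.5 replicate 1 or 4, although *Chd7* stayed called through another probe set without each of these hearts. It also did not pass there when each stage was fitted alone, with a term for the replicate number or with the Y-linked covariate, nor did the median of the probe sets (adjusted p between 0.00215 and 0.317 over the alternatives). At E11.5 it did not pass only when each stage was fitted alone (adjusted p between 1.0e-04 and 0.0708). Every mutant heart lay below every control heart at each stage (exact permutation test, two-sided, p = 0.0286), and of the 30 probe sets of *Chd7*, 25 were called lower at E11.5 and 4 at E13.5.  At E11.5, 33 genes were downregulated and 21 upregulated, and at E13.5 6 were downregulated and 3 upregulated. With array weights the numbers were 8 and 6 at E11.5 and 27 and 14 at E13.5. The counts therefore do not show that more genes changed at E11.5. *Rgs5*, a regulator of G-protein signalling, was the most strongly downregulated at E11.5 (log2 FC -2.04, standard error 0.38, adjusted p = 0.0340), followed by *Lin7a*, a scaffold protein of cell junctions (-1.57), the riboflavin transporter gene *Slc52a3* (-1.37) and *Igfbpl1* (-1.30). For *Slc52a3*, control E13.5 replicate 2 stood below the other controls (6.28 against 6.57 to 6.62). Also downregulated were *Mybpc1*, which encodes a myosin-binding protein (-1.25), the nuclear receptor gene *Nr2f1* (-1.24), the Wnt antagonist gene *Dkk1* (-1.23) and *Mb*, which encodes myoglobin (-1.20). The most strongly upregulated at E11.5 were *Plac8* (log2 FC 1.82, standard error 0.27, adjusted p = 0.00773), *4933434E20Rik* (1.73, through the dimmer of its probe sets, against 0.06 for the brighter), *Casq2* (1.69), *Cpn1*, a subunit of carboxypeptidase N (1.47), the MHC-related gene *Mr1* (1.23) and *Gfra2*, a receptor for neurturin (1.19). At E13.5, *Nr2f1* (-1.43), the calcitonin receptor gene *Calcr* (-1.39), *Tent5d*, which Table 3 lists as Fam46d (-1.11), *Sema3a* and *Slitrk5* were downregulated together with *Chd7*, and *Cpn1* (1.93), *Wfdc17* (1.61) and *Them7*, which Table 3 lists as 0610012H03Rik (0.91), were upregulated. For *Cpn1*, mutant E13.5 replicate 3 stood above the other mutant hearts (9.17 against 8.58 to 8.65). *Chd7*, *Cpn1*, *Nr2f1* and *Sema3a* were called at both stages. In 32 of the 33 and in all of the 21 genes called at E11.5, and in each of the 9 called at E13.5, the 4 mutant hearts were fully apart from the 4 control hearts. Chance gives 2.86% for genes not chosen by their difference, and since these were chosen by it on the same hearts, the separation is no further evidence. Single calls were lost when single hearts were left out. Each such fit has fewer degrees of freedom, and a heart of the other stage enters a call only through the variance. A lost call therefore need not depend on the heart left out. At E11.5, that of *Rgs5* was lost without mutant replicate 2 or 4, any single control or control E13.5 replicate 2 (adjusted p between 0.00888 and 0.293 over the alternatives), that of *Lin7a* without control replicate 3 (0.00255 to 0.226), that of *Slc52a3* without mutant replicate 1 or 3 or control replicate 1, 2 or 4 (0.00403 to 0.312), that of *Mybpc1* without mutant replicate 2, 3 or 4 or any single control (0.00666 to 0.199), and that of *Nr2f1* without mutant replicate 2 or 4 or control replicate 2, 3 or 4 (0.00641 to 0.254). The E13.5 calls of *Nr2f1*, *Calcr*, *Tent5d*, *Wfdc17* and *Them7* were each lost without control E11.5 replicate 4, mutant E13.5 replicate 3 or 4, or control E13.5 replicate 1, 2 or 4 (adjusted p between 0.00244 and 1.00 over the alternatives). Those of *Nr2f1*, *Calcr* and *Tent5d* were lost also without mutant E11.5 replicate 2, control E11.5 replicate 1 or 3, mutant E13.5 replicate 2 or control E13.5 replicate 5, that of *Calcr* and that of *Tent5d* without control E11.5 replicate 2, that of *Wfdc17* without control E11.5 replicate 1, mutant E13.5 replicate 1 or 2 or control E13.5 replicate 5, and that of *Them7* without mutant E13.5 replicate 1. Calls also depended on the settings. When each stage was fitted alone, the E11.5 calls of *Rgs5*, *Lin7a*, *Slc52a3*, *Igfbpl1*, *Mybpc1*, *Nr2f1*, *Dkk1*, *Mb*, *Cpn1*, *Mr1* and *Gfra2* were lost. With a term for the replicate number these were lost apart from *Igfbpl1* and *Mb*, as were *Plac8* and *4933434E20Rik*. For *4933434E20Rik*, the other settings were followed through its brighter probe set only, which was not called under any of them. Array weights ended the calls of *Rgs5*, *Lin7a*, *Slc52a3*, *Mybpc1*, *Nr2f1*, *Dkk1*, *Gfra2* and *Plac8*, and the Y-linked covariate those of *Rgs5*, *Lin7a*, *Slc52a3* and *Nr2f1*. Without the hearts that stand apart, an alternative chosen after seeing the data, those of *Rgs5*, *Lin7a*, *Mybpc1*, *Nr2f1*, *Dkk1*, *Cpn1*, *Gfra2* and *Plac8* were lost. Over the alternatives the adjusted p at E11.5 was between 1.0e-04 and 0.0708 for *Igfbpl1*, between 0.00478 and 0.139 for *Dkk1*, between 0.000818 and 0.132 for *Mb*, between 0.00257 and 0.143 for *Plac8*, between 0.00233 and 0.162 for *Cpn1*, between 0.000472 and 0.132 for *Mr1* and between 0.00328 and 0.199 for *Gfra2*. At E13.5 the calls of *Nr2f1*, *Calcr*, *Tent5d*, *Wfdc17* and *Them7* were lost with the stage fitted alone, after quantile normalisation, with the replicate term and with the Y-linked covariate, those of *Tent5d* and *Them7* also without the hearts that stand apart, and that of *Cpn1* with the replicate term (adjusted p between 8.66e-05 and 0.317 over the alternatives). Without dim probe sets, 1 of the 3 upregulated genes at E13.5 lost its call, while *Cpn1* kept its own. The number called moved too. At E11.5 the downregulated genes were 12 without control E11.5 replicate 3, 16 without replicate 1 or 4 of that group, and 20 or 21 without control E13.5 replicate 5 or 2, while the upregulated genes were 7 without control E11.5 replicate 3, 12 without control E11.5 replicate 4 or control E13.5 replicate 5, and 13 without mutant E11.5 replicate 4. At E13.5 the downregulated genes numbered 1 to 3 without mutant E11.5 replicate 2, mutant E13.5 replicate 2, 3 or 4, or any control heart of either stage, and 10 without mutant E11.5 replicate 4. The upregulated genes there numbered 1 without control E11.5 replicate 4, mutant E13.5 replicate 1, 3 or 4, or control E13.5 replicate 1, 2 or 4, and 7 and 8 without mutant E11.5 replicates 1 and 4. The hearts also differed in other ways. In mutant E11.5 replicate 4 the median of 21 hypoxia-induced genes stood 1.04 above the control mean on the log2 scale, against 0.06 to 0.24 in the other mutant hearts, and this heart had 38 genes over 1 above every other heart of its stage, mutant E11.5 replicate 3 had 27 and control E13.5 replicate 1 had 21. Without these 3 hearts, 16 genes were downregulated and 7 upregulated at E11.5, and 6 and 2 at E13.5.

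**Figure D1:**
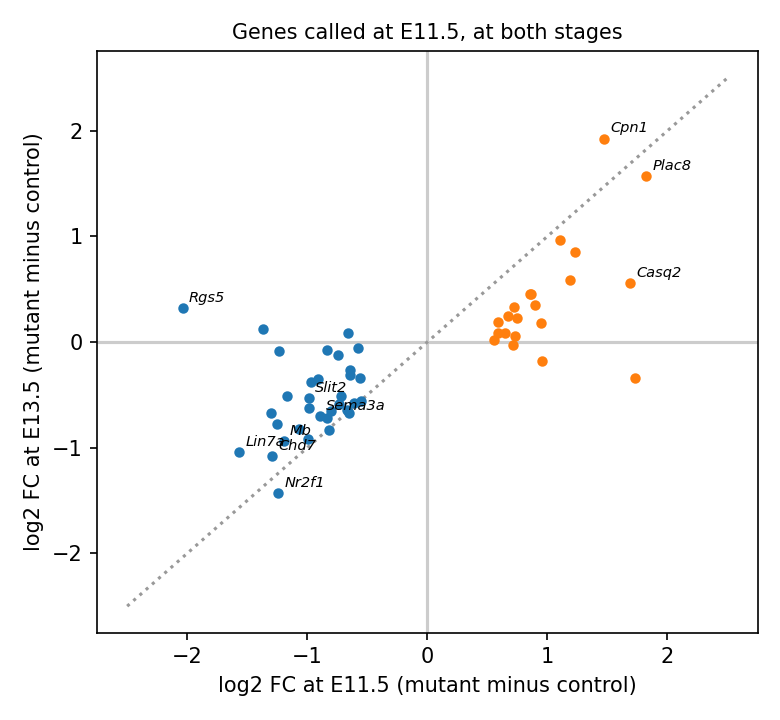
Genes called at E11.5, plotted by their log2 FC (mutant minus control) at E11.5 on the horizontal axis and at E13.5 on the vertical axis. Each point is a gene, with downregulated genes in blue and upregulated genes in orange, and the dotted line marks equal values. Of the 54 genes, 48 had the same sign at E13.5, and *Rgs5* lies far from the line at -2.04 and 0.32.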

Gene ontology (GO) term clusters generated using the DAVID Bioinformatics resource (Huang et al., 2009) highlighted a number of processes relevant for later cardiac development and the defects observed in the *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Supplemental Tables S3–6). Interestingly, many of the GO clusters involved extracellular signalling pathways, such as cell surface receptor linked signal transduction and G-protein coupled receptor signalling pathways, rather than direct transcriptional regulators such as *Nkx2.5* and *Tbx20*, which are downregulated in earlier *Chd7*-null hearts (Liu et al., 2014).

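Of 25 measured cardiac transcription factors, 1 was downregulated at each stage, *Nr2f1*, and none was upregulated. Adjusted over the list alone, 2 were lower at E11.5, *Nr2f1* and *Hand2*, and 1 at E13.5, *Nr2f1*. *Nkx2-5*, an early regulator of cardiac development, had a log2 expression of 11.25 ± 0.11 (SD, n = 4) in mutant and 11.30 ± 0.17 (SD, n = 4) in control hearts at E11.5 (log2 FC -0.05, standard error 0.10, adjusted p = 0.925). At E13.5 its log2 FC was -0.003 (adjusted p = 1.00), and its sign changed without mutant E13.5 replicate 1, 3 or 4 or control E13.5 replicate 2 or 5 (log2 FC between -0.04 and 0.05 over the alternatives). *Tbx20*, a T-box factor of the heart, stood at 12.03 ± 0.12 (SD, n = 4) against 11.96 ± 0.10 (SD, n = 4) at E11.5 (log2 FC 0.07, standard error 0.09, adjusted p = 0.860), and its log2 FC at E13.5 was 0.10 (adjusted p = 1.00).  For *Gata4*, a zinc-finger factor of the heart, the log2 FC was 0.07 at E11.5 (standard error 0.09, adjusted p = 0.874), where control replicate 1 stood apart at 11.92 against 11.70 to 11.72 in the other controls, and 0.01 at E13.5, with a change of sign after quantile or loess normalisation and without mutant E13.5 replicate 1 or control E13.5 replicate 1 or 2 (log2 FC between -0.01 and 0.02 over the alternatives).  *Hand2* had a log2 FC of -0.41 at E11.5 (standard error 0.12, adjusted p = 0.231). The list as a whole did not pass camera (adjusted p = 0.727 at E11.5 and 0.505 at E13.5, and adjusted p = 0.853 and 0.665 with an estimated correlation). Of 17 BMP ligands and targets, 0 were called at either stage by limma, also when adjusted over the list alone, and the list did not pass either (adjusted p = 0.727 and 0.291, and adjusted p = 0.869 and 0.598 with an estimated correlation), except as lower at E13.5 without mutant E13.5 replicate 1 (adjusted p = 0.0466). *Bmp5*, a BMP ligand, had a log2 FC of -0.51 at E11.5 (unadjusted p under 0.05, adjusted p = 0.229).  Among genes of signalling between cells, 20 regulators of G-protein signalling held 1 downregulated gene, *Rgs5*, and 1 upregulated gene, *Rgs6* (log2 FC 0.90, standard error 0.13, adjusted p = 0.00615), at E11.5, also when adjusted over the list alone. The call of *Rgs6* was lost when each stage was fitted alone, with the replicate term and without the hearts that stand apart (adjusted p between 0.00129 and 0.132 over the alternatives). None was called at E13.5 by limma, adjusted either way, where *Rgs6* had a log2 FC of 0.35 and control replicate 1 stood apart at 9.00 against 9.22 to 9.23. That list did not pass as a whole (adjusted p = 0.955 and 0.785, and adjusted p = 0.969 and 0.856 with an estimated correlation). Of 10 secreted Wnt antagonists, 1 was downregulated at E11.5, *Dkk1*, a call lost when each stage was fitted alone, with array weights, with the replicate term and without the hearts that stand apart, and 2 were lower and 1 higher when adjusted over the list alone, while none was called at E13.5, adjusted either way. The list did not pass (adjusted p = 0.356 and 0.825, and adjusted p = 0.641 and 0.878 with an estimated correlation). Of 16 GABA-A receptor subunits, 1 was downregulated at E11.5, *Gabrb2* (log2 FC -0.82, standard error 0.15, adjusted p = 0.0292), and none at E13.5, where its log2 FC was -0.83 (adjusted p = 0.0576). By its brightest probe set, the call at E11.5 was lost when each stage was fitted alone, with array weights, with the median of the gene's probe sets, with the replicate term, with the Y-linked covariate, and without mutant E11.5 replicate 1, 2 or 4 or control E11.5 replicate 2, 3 or 4 (adjusted p between 0.00831 and 0.385 over the alternatives). At E13.5 it passed with a trended and robust prior, with array weights, after loess normalisation, without dim probe sets and without mutant E11.5 replicate 3 (0.00698 to 1.00). Adjusted over the list alone, 3 were lower and 2 higher at E11.5 and 3 were lower at E13.5. The subunits passed camera as lower at E13.5 (adjusted p = 0.0149), but not with an estimated correlation (adjusted p = 0.157 with an estimated correlation) with fry, with the stage fitted alone, with a term for the replicate number or without control E13.5 replicate 4 (adjusted p between 0.000127 and 0.164 over the alternatives), and the exact permutation p over hearts was 0.343. At E11.5 they did not pass (adjusted p = 0.121, and adjusted p = 0.498 with an estimated correlation), except as lower without dim probe sets (adjusted p between 0.00736 and 0.498 over the alternatives).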

We chose to investigate further components of the Semaphorin and Slit–Robo extracellular signalling pathways that were disrupted in the microarray datasets, alongside genes involved in the excitation–contraction coupling of cardiomyocytes, due to their known roles in cardiovascular development and relevance to the observed defects in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (see Supplemental Table S7).

### 2.6 Disruption to Class 3 Semaphorin and Slit–Robo signalling pathways

The signalling glycoprotein Semaphorin 3A, encoded by *Sema3a*, acts as a potent neural chemorepellent and has a key role in sympathetic innervation patterning of the heart: homozygous null *Sema3a*^*−/*^^−^ mice show disruption to cardiac innervation leading to sinus bradycardia (Ieda et al., 2007). 

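*Sema3a* stood at a log2 expression of 8.94 ± 0.19 (SD, n = 4) in mutant and 9.83 ± 0.05 (SD, n = 4) in control hearts at E11.5. This was a log2 FC of -0.89 (standard error 0.11, adjusted p = 0.00264). Among the mutant hearts, replicate 4 stood lowest at 8.66, against 9.02 to 9.05 in the others. At E13.5 the values were 9.12 ± 0.17 (SD, n = 4) and 9.82 ± 0.14 (SD, n = 4), a log2 FC of -0.70 (standard error 0.11, adjusted p = 0.0437). All 4 mutant hearts lay below all 4 control hearts at both stages (exact permutation test, two-sided, p = 0.0286 at each). The fall differed between the stages by 0.19 on the log2 scale (unadjusted p = 0.256 from limma, adjusted p = 1.00). The call at E11.5 was lost when each stage was fitted alone and with a term for the replicate number (adjusted p between 0.000471 and 0.122 over the alternatives). The call at E13.5 was close to the threshold. It was lost under those settings, after quantile normalisation or median centring, with the Y-linked genes as a covariate, without the hearts that stand apart (an alternative chosen after seeing the data), and without mutant E11.5 replicate 2 or 3, mutant E13.5 replicate 2, 3 or 4, or any single control heart of either stage (adjusted p between 0.00479 and 0.826 over the alternatives), while its log2 FC stayed between -0.77 and -0.63.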

*Sema3a* expression was significantly downregulated in both the E11.5 and E13.5 microarray datasets (Table 3), and RT-PCR and ISH confirmed the trabecular expression of *Sema3a* seen at E13.5 was drastically reduced following mesodermal *Chd7* ablation (Fig. 6A and B). This downstream loss of *Sema3A* expression may be contributing to the innervation defects seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts. Alternatively, given the location of its expression at this stage, it may be influencing the trabeculation and compaction of the ventricles, which are also affected in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts.

Loss-of-function mutations of *SEMA3A* are associated with human Kallmann Syndrome (Hanchate et al., 2012), a disorder having defects overlapping with CHARGE. Of interest, non-synonymous *SEMA3A* variations have been found in 3 of 45 CHD7-negative CHARGE patients, and *Sema3a* expression is lost after morpholino-knockdown of *Chd7* in *Xenopus (*Schulz et al., 2014*)*. This work therefore strengthens the link between *CHD7* and *SEMA3A* and indicates it is relevant in the context of heart development and cardiac innervation. Furthermore, it is in agreement with, and extends, a recent report that *Sema3a* and *Sema3c* have diminished expression in whole E9.5 *Chd7*^*−/*^^−^ embryos (Schulz et al., 2014).

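The mean log2 expression of *Sema3c*, which encodes a secreted guidance cue of the outflow tract, was 8.72 ± 0.24 (SD, n = 4) in mutant and 9.36 ± 0.05 (SD, n = 4) in control hearts at E11.5. At E13.5 it was 8.40 ± 0.34 (SD, n = 4) and 9.06 ± 0.19 (SD, n = 4). The 4 mutant hearts lay below the 4 control hearts at each stage (exact permutation test, two-sided, p = 0.0286), with a log2 FC of -0.64 (standard error 0.16) and of -0.65 (standard error 0.16). After adjustment over all probe sets the difference did not pass limma's test (adjusted p = 0.142 at E11.5 and 0.383 at E13.5), nor under any alternative (adjusted p between 0.0555 and 0.473 and between 0.0758 and 1.00).  Of 14 measured class 3 semaphorins, neuropilins and plexins of classes A and D, 1 was called lower at each stage, *Sema3a*, and 2 were lower at each stage when adjusted over the list alone, *Sema3a* and *Sema3c*. The study chose these genes on the same hearts, so the list is not independent evidence of its direction. *Sema3d* had a log2 FC of 0.13 at E11.5 (adjusted p = 0.911) and 0.29 at E13.5 (adjusted p = 1.00). *Sema3e*, a ligand of plexin D1, had a log2 FC of 0.35 (adjusted p = 0.692) and 0.55 (adjusted p = 1.00), the latter 0.34 without mutant E13.5 replicate 3. The list did not pass camera at E11.5 (adjusted p = 0.672, and adjusted p = 0.869 with an estimated correlation) or at E13.5 (adjusted p = 0.446, and adjusted p = 0.748 with an estimated correlation), and of the alternatives it passed only with the term for the replicate number at E13.5 (adjusted p between 0.0412 and 0.922 over the alternatives). Its median log2 FC was above 0 and its mean below 0 at both stages.

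**Figure D2:**
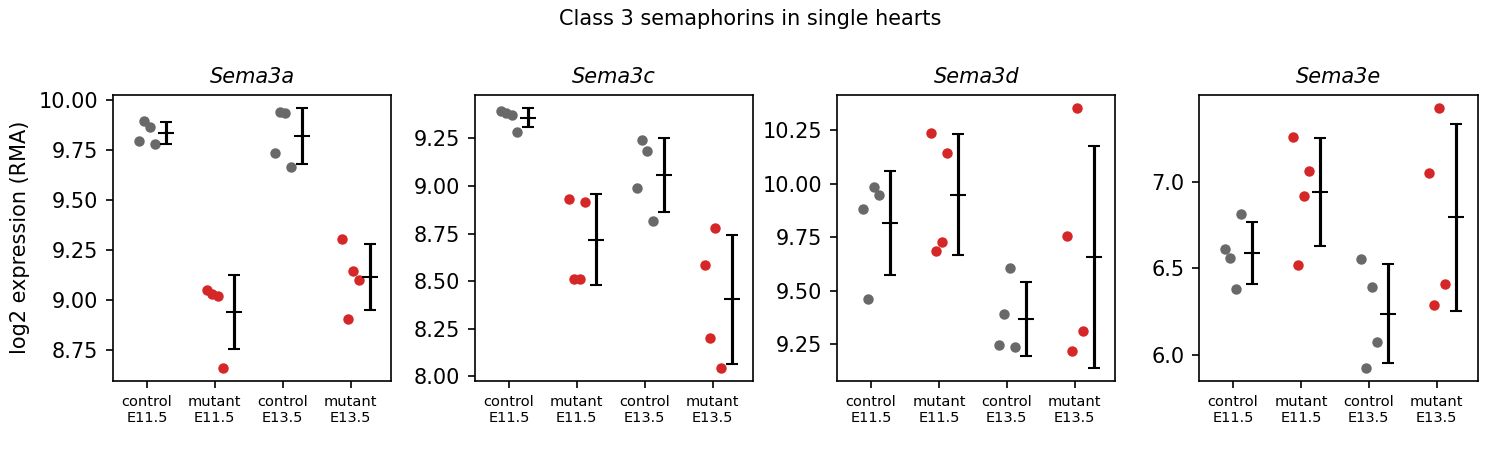
Log2 expression (RMA) of *Sema3a*, *Sema3c*, *Sema3d* and *Sema3e* in single hearts by genotype and stage. Each point is a heart, and black bars give the mean ± SD (n = 4). For *Sema3a* and *Sema3c* the mutant hearts lie below all controls of their stage, whereas for *Sema3d* and *Sema3e* the groups overlap.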

Downregulation of *Sema3c* expression was also seen in the microarrays and qRT-PCR validation. ISH at E11.5 confirmed *Sema3c* expression is specifically lost in the myocardial cuff at the distal end of the OFT in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Fig. 6C). Notably, *Sema3c*^*-/-*^ embryos have defects in the morphogenetic patterning of the aortic arch and OFT that significantly overlap with *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts, including CAT, DORV and IAA-B (Feiner et al., 2001). Earlier PAA formation is also unaffected in these embryos, as we observe in *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos. Chromatin immunoprecipitation (ChIP) for CHD7 followed by qRT-PCR performed on chromatin from dissected E11.5 hearts showed enrichment for CHD7 specifically at the promoter region of *Sema3c* (Fig. 6D and E). DNase I hypersensitivity assays, designed to test the accessibility of this region of DNA as a readout of chromatin remodelling activity, also showed a significant reduction in sensitivity to increasing concentrations of DNase I in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Fig. 6F). This is the first direct target for CHD7 regulation in the heart to be identified *in vivo*, and supports our proposal that diminished Semaphorin 3C signalling in the OFT contributes to the defects seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts.

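*Slit2*, which encodes a secreted ligand of Robo receptors, had a log2 expression of 9.32 ± 0.13 (SD, n = 4) in mutant and 10.31 ± 0.13 (SD, n = 4) in control hearts at E11.5. It fell by 0.99 on the log2 scale (standard error 0.09, adjusted p = 0.000283). At E13.5 the values were 10.53 ± 0.06 (SD, n = 4) and 11.06 ± 0.09 (SD, n = 4), with a log2 FC of -0.53 (standard error 0.09, adjusted p = 0.0576). That difference passed with a trended and robust prior, with array weights, without dim probe sets and with the median of a gene's probe sets (adjusted p between 0.00546 and 1.00 over the alternatives). The call at E11.5 was lost when each stage was fitted alone and with a term for the replicate number (adjusted p up to 0.0708). The receptor gene *Robo2* was at 7.88 ± 0.21 (SD, n = 4) against 8.79 ± 0.24 (SD, n = 4) at E11.5, a log2 FC of -0.91 (standard error 0.15, adjusted p = 0.0201), and this call was lost when each stage was fitted alone, with array weights, with a term for the replicate number, and without mutant E11.5 replicate 3 or control E11.5 replicate 1 or 2 (adjusted p between 0.00741 and 0.220 over the alternatives). At E13.5 its log2 FC was -0.35 (adjusted p = 1.00). *Slitrk5*, a transmembrane protein of neurons, had a log2 FC of -0.46 at E11.5 (standard error 0.11, adjusted p = 0.106). At E13.5 it was downregulated, at 8.92 ± 0.10 (SD, n = 4) against 9.59 ± 0.04 (SD, n = 4), with a log2 FC of -0.67 (standard error 0.11, adjusted p = 0.0425). This call was lost when each stage was fitted alone, after quantile normalisation, with a term for the replicate number, with the Y-linked covariate, without the hearts that stand apart, and without mutant E11.5 replicate 2, control E11.5 replicate 1, 3 or 4, or any single heart of E13.5 (adjusted p between 0.00244 and 0.826 over the alternatives). *Slitrk6*, its paralogue, was near the low end of the array at 4.72 ± 0.54 (SD, n = 4) in mutant and 4.19 ± 0.19 (SD, n = 4) in control hearts at E11.5. Its log2 FC of 0.53 did not pass (standard error 0.25, adjusted p = 0.527) and was 0.29 without mutant E11.5 replicate 1, nor did that of -0.11 at E13.5 (adjusted p = 1.00), whose sign changed without control E13.5 replicate 1 (log2 FC between -0.25 and 0.09 over the alternatives).

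**Figure D3:**
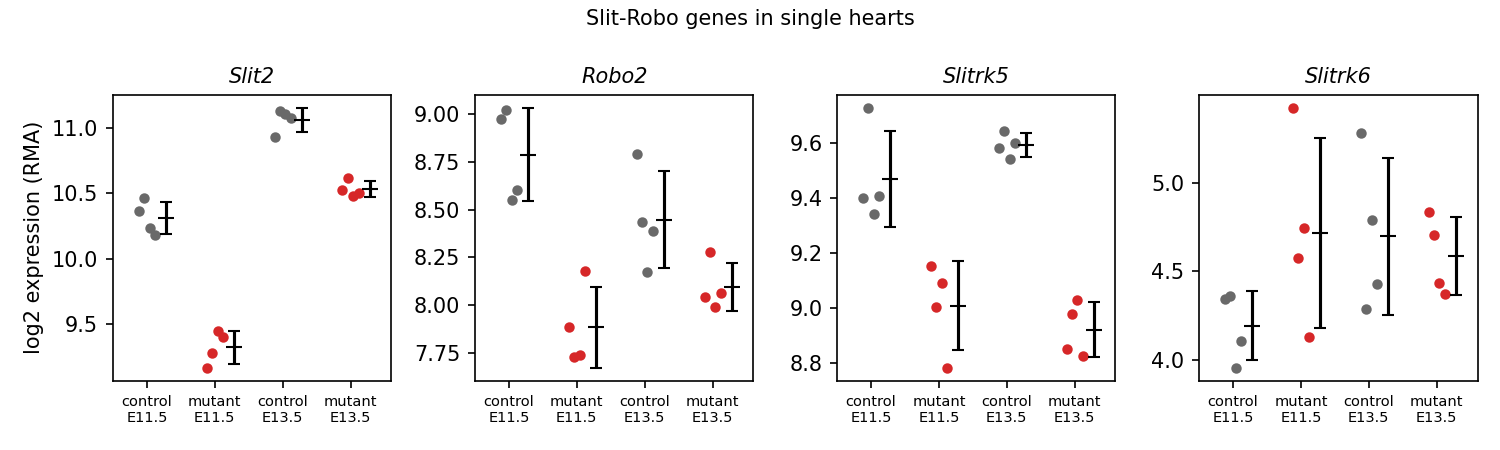
Log2 expression (RMA) of *Slit2*, *Robo2*, *Slitrk5* and *Slitrk6* in single hearts by genotype and stage. Each point is a heart, and black bars give the mean ± SD (n = 4). Mutant hearts lie below all controls of their stage for *Slit2* and *Slitrk5* at both stages and for *Robo2* at E11.5, and the groups overlap for *Robo2* at E13.5 and for *Slitrk6* at both stages.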

A number of components of the Slit–Robo signalling pathway were similarly downregulated following *Chd7* ablation, including *Slit2*, *Robo2*, *Slitrk5* and *Slitrk6* (Fig. 7A–C). The Slit and Robo protein families participate together in repulsive or attractive signalling to a range of migrating cells, including neurons (Rothberg et al., 1988), muscle precursors (Kramer et al., 2001), and endothelial cells (Zhang et al., 2009). The observation of truncated coronary veins after mesodermal, but not endothelial, deletion of *Chd7* therefore may be attributed, at least in part, to downregulation of Slit–Robo signalling from cardiomyocytes to migratory endothelial cells. Class 3 Semaphorin and Slit–Robo signalling have been shown to act synergistically for directional control of neuronal migration in the context of both ventral forebrain and corneal innervation (Hernandez-Miranda et al., 2011; Kubilus and Linsenmayer, 2010). The compound effect of disruption to components of both pathways could therefore impact on the innervation defects present in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts. Furthermore, the Slit–Robo pathway is crucial for ventricular septation, with VSDs observed at E14.5 in mice mutant for Slit2, Slit3, Robo1 and Robo1/Robo2 double mutants (Mommersteeg et al., 2015). Also of note, reduced outflow tract rotation was observed in the Robo1/Robo2 mutants (Mommersteeg et al., 2015).

Together, this data indicates CHD7 activity has a role upstream of the key Semaphorin and Slit–Robo extracellular signalling pathways in the heart around E11.5–E13.5, with CHD7 binding observed *in vivo* at the promoter of *Sema3c* suggesting direct regulation. 

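Slit ligands, Robo receptors, Slitrk proteins and srGAPs were lower as a list by camera. Of 16 measured genes, 2 were downregulated at E11.5, *Slit2* and *Robo2*, and 1 at E13.5, *Slitrk5*, and none was upregulated. Adjusted over the list alone, 3 were lower at E11.5 and 2 at E13.5. In all, 12 of the 16 had a log2 FC below 0 at each stage, with a median of -0.12 at both. Other members did not pass. *Robo1* had a log2 FC of -0.33 at E11.5 and -0.35 at E13.5, and *Slit3*, another ligand, of 0.20 and 0.38, the latter 0.24 without mutant E13.5 replicate 3. The list passed camera at E11.5 (adjusted p = 0.000727, and adjusted p = 0.0470 with an estimated correlation) and at E13.5 (adjusted p = 0.000118, and adjusted p = 0.0210 with an estimated correlation), and under each alternative tried. Over hearts, the list medians gave an exact permutation p of 0.0571 at E11.5, where mutant replicate 4 overlapped the controls, and of 0.0286 at E13.5. The study chose this pathway on the same hearts, so the list is not independent evidence of its direction. For the difference between the stages, *Slit2* had an unadjusted p of 0.00371 and *Robo2* of 0.0208 from limma, and neither passed adjustment (adjusted p = 1.00). From its own array results and its other experiments on the Semaphorin and Slit–Robo pathways, the paper reasons that CHD7 activity has a role upstream of both in the heart. It proposes direct regulation of *Sema3c*, from CHD7 binding at the promoter beside reduced DNase I sensitivity, which were not analysed here.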

Unfortunately, due to technical difficulties attempts at *in vivo* ChIP-seq or ChIP-PCR at other candidate loci were unsuccessful, so it remains to be determined whether other gene expression changes are the result of direct CHD7 activity.

### 2.7 Dysfunctional Ca^2+^ handling in *Chd7^fl/fl^;Mesp1-Cre* embryonic cardiomyocytes

In addition to the major morphological events involved in heart development, the ability of cardiomyocytes to undergo coordinated excitation–contraction coupling is essential for cardiovascular function. The ubiquitous messenger Ca^2+^ is the key signalling molecule for this process (Bers, 2002). Transcripts for the sarcoplasmic reticulum (SR) membrane-associated *Casq2, Trdn* and *Ryr3*, which play key roles in Ca^2+^-induced Ca^2+^ release during excitation–contraction coupling, were dysregulated, along with the L-type voltage-dependant Ca^2+^ channels *Cacng7, Cacna2d3* and *Cacna1e* (see Table S7 and Fig. 8A).

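*Casq2*, which encodes the protein that stores Ca2+ in the cardiac SR, was upregulated at E11.5, at a log2 expression of 11.23 ± 0.29 (SD, n = 4) in mutant and 9.54 ± 0.20 (SD, n = 4) in control hearts, with a standard error of 0.16 and adjusted p = 0.000283. At E13.5 it was 12.27 ± 0.06 (SD, n = 4) against 11.71 ± 0.28 (SD, n = 4), with a log2 FC of 0.56 (standard error 0.16, adjusted p = 0.660). The difference between the stages of -1.13 had an unadjusted p of 0.000141 from limma and did not pass adjustment (adjusted p = 0.764). *Trdn*, which anchors *Casq2* to the release channel, is covered by 19 probe sets, of which 9 were called lower at E11.5, so the gene counts as downregulated. Its brightest probe set had a log2 FC of -0.56 (standard error 0.12, adjusted p = 0.0834) at E11.5, where control replicate 3 stood apart at 10.99 against 10.81 to 10.83, which passed with a trended and robust prior, without dim probe sets and with the median of the gene's probe sets (adjusted p between 0.00172 and 0.462 over the alternatives), and of -0.45 at E13.5 (adjusted p = 0.572).  *Ryr3*, a Ca2+ release channel, had a log2 FC of -0.32 at E11.5 (standard error 0.11, adjusted p = 0.328) and -0.53 at E13.5 (standard error 0.11, adjusted p = 0.149), which passed with array weights only (adjusted p between 0.0252 and 1.00 over the alternatives). The mutant hearts were fully apart from the controls in both stages for *Casq2*, *Trdn* and *Ryr3* (exact permutation test, two-sided, p = 0.0286). *Srl*, which encodes the SR protein sarcalumenin, was downregulated at E11.5 (log2 FC -0.55, standard error 0.10, adjusted p = 0.0347), although this call was lost when each stage was fitted alone, with array weights, after median centring, with the replicate term, with the Y-linked covariate, without the hearts that stand apart, and without mutant E11.5 replicate 1, 2 or 3, control E11.5 replicate 1, 3 or 4, mutant E13.5 replicate 4 or control E13.5 replicate 2, 4 or 5 (adjusted p between 0.00426 and 0.367). At E13.5 its log2 FC was -0.56 (adjusted p = 0.0678), which passed with a trended and robust prior, with array weights, after loess normalisation, without dim probe sets, with the median of a gene's probe sets and without mutant E11.5 replicate 4 (0.00853 to 1.00).  Of 26 SR genes of Ca2+ release, storage and uptake, 1 was downregulated, *Srl*, and 1 upregulated, *Casq2*, at E11.5, by the brightest probe set of each, and none at E13.5. Adjusted over the list alone, 2 were lower and 1 higher at E11.5, and 3 lower and 1 higher at E13.5. The list did not pass camera at E11.5 (adjusted p = 0.955, and adjusted p = 0.969 with an estimated correlation) and passed as lower at E13.5 (adjusted p = 0.0149, and adjusted p = 0.137 with an estimated correlation), though not with fry (adjusted p = 0.0920) or without control E13.5 replicate 4 (adjusted p = 0.0599). Among Ca2+ channel subunits, *Cacng7* had a log2 FC of -0.61 at E11.5 (standard error 0.16, adjusted p = 0.165) and -0.17 at E13.5. The latter log2 FC lay between -0.26 and -0.04 over the alternatives. That of *Cacna2d3* was -0.70 at E11.5 (standard error 0.21, adjusted p = 0.248) and -0.03 at E13.5, where mutant E13.5 replicate 1 stood apart at 5.39 against 5.70 to 5.74. The latter sign changed without that heart, without control E13.5 replicate 1, with array weights and without the hearts that stand apart (log2 FC between -0.22 and 0.16 over the alternatives). For *Cacna1e* the log2 FC was -0.50 at E11.5 (standard error 0.11, adjusted p = 0.0858), which passed after quantile normalisation only (adjusted p between 0.0395 and 0.462 over the alternatives). At E13.5 it was -0.09, and its sign changed with the replicate term (log2 FC between -0.17 and 0.006 over the alternatives). Of 24 voltage-gated Ca2+ channel subunits, 0 were called at either stage by limma, and 4 were lower at E11.5 and none at E13.5 when adjusted over the list alone. This list did not pass camera (adjusted p = 0.583 at E11.5 and 0.825 at E13.5, and adjusted p = 0.664 and 0.866 with an estimated correlation). The study chose both groups on the same hearts, so these lists are not independent evidence of a direction.

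**Figure D4:**
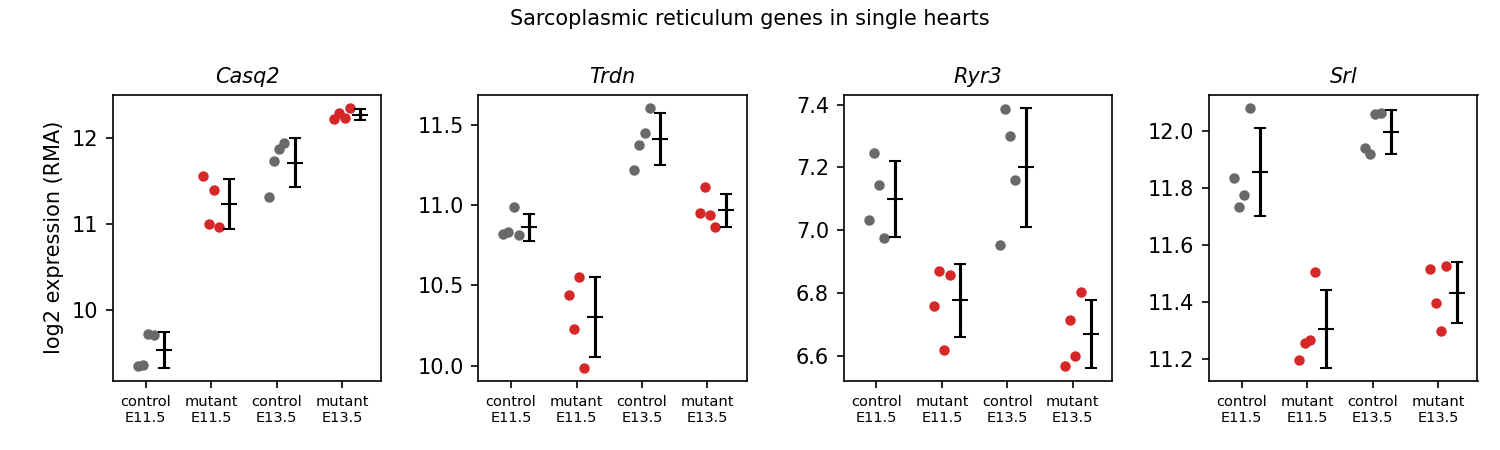
Log2 expression (RMA) of *Casq2*, *Trdn*, *Ryr3* and *Srl* in single hearts by genotype and stage, with the brightest probe set shown for *Trdn*. Each point is a heart, and black bars give the mean ± SD (n = 4). Mutant hearts lie above all controls of their stage for *Casq2* and below them for *Trdn*, *Ryr3* and *Srl*.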

To determine whether the sum of these moderate transcriptional changes correlated with any functional effect, Ca^2+^ transients were visualised in embryonic cardiomyocytes *ex vivo*, using confocal microscopy for line scanning of individual cells over time (Fig. 8B and C). A striking difference was observed in the response to electrical field stimulation at 1 Hz between control (*Chd7*^*fl/fl*^ or *Chd7*^*fl/+*^) and *Chd7*^*fl/fl*^*;Mesp1-Cre* cardiomyocytes: 95% (*n*=22) of control cells responded to electrical pacing with regular Ca^2+^ transients recorded at the expected 1 s intervals, but only 39% (*n*=23) of *Chd7*^*fl/fl*^*;Mesp1-Cre* cells could be paced in this way (*p*<0.0001, Fig. 7D,E). This indicates the excitation–contraction coupling mechanism in cardiomyocytes is defective following ablation of *Chd7* in the cardiogenic mesoderm.

The loss of coordinated excitation–contraction coupling would be a major contributing cause of cardiac failure, which is likely underlying the severe oedema and embryonic lethality seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos. The importance of this cardiac failure is emphasised given the low level of oedema seen in *Chd7*^*fl/fl*^*;Tie2-Cre* embryos, as previously discussed. Ca^2+^ signalling is also an important factor in regulating cardiac morphogenesis, for example through secretion of cardiogenic signalling molecules and force generation (Puceat and Jaconi, 2005). To our knowledge, dysregulation of Ca^2+^ handling genes has not been remarked upon in any other transcriptomics analysis of hearts mutant for chromatin regulators. Interestingly, however, embryos mutant for the splicing regulator SRp38 also show disruption to *Trdn* and *Calq2* transcripts, leading to abnormal Ca^2+^ release from the SR and structural cardiac defects markedly similar to those seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (Feng et al., 2009). Transcriptional changes to these genes and the resulting disruption to Ca^2+^ signalling therefore also likely contribute to the structural malformations observed in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts.

## 3 Conclusions

We have demonstrated a crucial role for CHD7 activity in the mesodermal lineage for the alignment, septation and maturation of the heart, as well as cardiac innervation, vascularisation, and remodelling of the great vessels. Ablation of *Chd7* in the cardiogenic mesoderm is sufficient to produce major structural defects and disrupted cardiomyocyte function, with the bypass of early lethality allowing the exploration of global transcriptional effects on later heart development. This analysis indicated a switch in the types of genes CHD7 regulates (directly or indirectly) as cardiogenesis progresses, from transcription factors such as NKX2-5, to extracellular signalling and Ca^2+^ handling genes. Furthermore, *Sema3c* is identified as a novel direct target of CHD7 in the developing heart *in vivo*. Therefore, disruption to transcriptional networks in both the cardiac neural crest and cardiogenic mesoderm likely contribute to the cardiovascular defects seen in CHARGE patients due to haploinsufficient loss of CHD7 activity.

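The arrays compare hearts of E11.5 with hearts of E13.5, and hold no earlier stage. By the probe sets that were called, 48 of the 54 genes called at E11.5 had a log2 FC of the same sign at E13.5, as 9 of the 9 called at E13.5 had at E11.5. By the brightest probe set of each gene it was 49 of the 54, and across these the log2 FC values of the stages had a Pearson correlation of 0.788 (jackknife standard error 0.0468) and a Spearman correlation of 0.769. These genes were chosen by their change at E11.5 and pool 33 downregulated with 21 upregulated genes, so these values are not those of unselected genes of 1 sign. Across all 19937 genes the Pearson and Spearman correlations were 0.279 (jackknife standard error 0.0420) and 0.194, and genes are not independent replicates. They were 0.419 and 0.282 across the 13814 genes left without dim probe sets. With the hearts regrouped at both stages, the other regroupings among 100 reached a Pearson correlation of up to 0.224 in size (median 0.0479). No gene passed limma's test of a difference between the stages (0 genes at an adjusted p under 0.05, lowest adjusted p = 0.764, against 848 genes at an unadjusted p under 0.05). With no difference in any gene, a share of about 0.05 of the 19937 genes would lie under that bound. The 848 are fewer than this, so their number is no evidence of a difference between the stages. Among those 848 were *Casq2*, *Rgs5* (log2 FC -2.04 at E11.5 and 0.32 at E13.5, the latter 0.10 without control E13.5 replicate 1 and 0.19 without mutant E13.5 replicate 2, unadjusted p = 0.00046) and *Dkk1* (-1.23 and -0.09, unadjusted p = 0.000745). At E13.5 the sign of *Dkk1* changed with the replicate term and without mutant E13.5 replicate 3 or control E13.5 replicate 2. Its log2 FC there lay between -0.23 and 0.08 over the alternatives.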

## 4 Materials and methods

Further details of Materials and methods are included in the Supplemental material.

### 4.1 Mouse lines

Animal maintenance, husbandry and procedures were carried out in accordance with British Home Office regulations. The mouse lines used were: conditional *Chd7*^*fl*^ (MGI: 4433295, *Chd7*^*tm2a(EUCOMM)Wtsi*^), *Mesp1-Cre* (MGI: 2176467, *Mesp1*^*tm2(cre)Ysa*^), and *Tie2-Cre* (MGI: 2450311,*Tg(Tek-cre)1Ywa*). All lines were maintained on a C57Bl/6 J background. CD1 mice were used for CHD7 immunofluorescence and ChIP experiments. The date of observation of a vaginal plug was considered embryonic day E0.5.

### 4.2 Optical projection tomography

Embryos were fixed overnight in 4% PFA/PBS and mounted in low-melting agarose (Life Technologies). Samples were then trimmed and washed in 100% methanol followed by clearing in 2BA:1BB (2 parts benzyl alcohol to 1 part benzyl benzoate), before analysis using a Bioptonics OPT Scanner 3001M (MRC Technology, Edinburgh, UK). NRecon software (Skyscan NV) was used for image reconstruction from projections using a back-projection algorithm, and ImageJ was used for image analysis.

### 4.3 Microarrays

E11.5 or 13.5 hearts were dissected into RNase-free PBS and stored in Buffer RLT (Qiagen) at −80 °C until genotyped. Total RNA was isolated using RNeasy Mini kits (Qiagen), including the optional on-column DNase digestion step. Sense-strand cDNA was generated using the Ambion® WT Expression Kit and processed for hybridisation onto the Affymetrix Mouse Gene 1.0 ST Array according to manufacturer's protocols. Scanning was performed on the Affymetrix GeneChip Scanner. For each time point four biological replicates were run in each group: cDNA from four individual *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts was compared to cDNA from four *Chd7*^*+/+*^*;Mesp1-Cre* hearts. The data was normalised with the RMA normalisation algorithm using the Affy R package (Gautier et al., 2004) provided as part of the Bioconductor libraries (Gentleman et al., 2004) and analysed for differential expression using LIMMA (Smyth, 2004). Data has been submitted to GEO (accession number GSE59963). The 100 significantly-altered genes with the highest fold changes from each up- or down-regulated list from the microarrays were uploaded to the DAVID Bioinformatics resource for GO analysis (Huang et al., 2009).

### 4.4 In situ hybridisation on paraffin sections

Plasmids for synthesising antisense RNA probes were kindly donated from the following sources: *Sema3a* and *Sema3c* from Christiana Ruhrberg; *Robo2* from Gail Martin; and *Slit2* from Bill Andrews (original clone from David Ornitz's lab). The *Chd7* probe was generated using TOPO® TA Cloning® Kits (Life Technologies) with previously reported primers (Bosman et al., 2005). Details for digoxigenin-labelling of probes, hybridisation and visualisation are included in the Supplemental material.

### 4.5 ChIP-PCR

Hearts were dissected from wildtype E11.5 CD1 embryos and sequentially fixed in 2 mM di(N-succinimidyl) glutarate (Sigma) for 45 min and 1% formaldehyde for 15 min. Hearts were quenched in 0.125 M glycine (Sigma) and washed in cold PBS. Tissue was lysed and passed through 21G and 23G needles five times each. Cells were pelleted by centrifugation and chromatin was released in 1% SDS buffer and sheared using a BioRuptor Sonicator (Diagenode), to an average size of 500 bp. All steps included 1× protease inhibitor cocktail (Roche).

ChIP was performed as described previously (Burney et al., 2013) with antibodies specific to CHD7 (#6505, Cell Signalling Technology) or non-specific rabbit IgG (Santa Cruz). Enrichment was analysed by real-time PCR performed using locus-specific primers (see Supplemental Material for sequences). Data were normalised to 5% input and compared to enrichment at non-specific loci.

### 4.6 DNase I hypersensitivity assay

Individual E11.5 hearts were dissected in cold PBS and incubated in 0.05% Trypsin-EDTA (Life Technologies) containing 10 µg/ml DNase I (Sigma) at 37 °C for 45 min. Trypsin was inhibited with 10% FBS (Life Technologies) and samples passed through a 23G needle three times. Cells were pelleted by centrifugation and nuclei released in lysis buffer (10 mM Tris pH7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40). Nuclei were treated with increasing concentrations of DNase I (Promega) at 37 °C for 10 min. 25 mM EDTA was added to stop reactions and samples were RNaseA and Proteinase K treated, before purification using a Qiaquick PCR purification kit. Eluted DNA was quantified using a Qubit fluorometer (Life Technologies) and diluted to the same concentration, before RT-PCR analysis using primers designed around gene promoters (see Supplemental material for sequences).

### 4.7 Measurement of Ca^2+^ transients in embryonic cardiomyocytes

Individual *Chd7*^*fl/fl*^, *Chd7*^*fl/+*^ or *Chd7*^*fl/fl*^*;Mesp1-Cre* E13.5 hearts were dissected in cold PBS and incubated in 0.05% Trypsin-EDTA (Life Technologies) containing 10 µg/ml DNase I (Sigma) at 37 °C for 45 min. Trypsin was inhibited with 10% FBS (Life Technologies) and samples passed through a 23G needle three times. Cells were pelleted by centrifugation and resuspended in 1 ml culture medium (DMEM, 10% FCS, 1× PenStrep, 1× Non-essential amino acids) before plating for 1.5 h to allow adherence of fibroblasts. The supernatant containing cardiomyocytes was then plated onto laminin-coated (Sigma) coverslip dishes, and cells cultured at 37 °C, 5% CO_2_ for 36 h. Plating efficiency and survival of *Chd7*^*fl/fl*^*;Mesp1-Cre* cells did not appear compromised.

For imaging, cells were washed once in imaging buffer (156 mM NaCl, 3 mM KCl, 2 mM MgSO_4_·7H_2_0, 1.25 mM K_2_HPO_4_, 2 mM CaCl_2_, 10 mM HEPES, 10 mM d-Glucose, pH7.4) before incubation at 37 °C for 10 min in imaging buffer/Opti-MEM® (50/50, Life Technologies) containing the Ca^2+^-sensitive fluorogenic dye 5 µM Cal-520™ (Stratech). A Leica SP5 confocal inverted microscope performed rapid line scan analysis (400 Hz) of Ca^2+^ transients in individual cells (ex: 488 nm, em: 500–600 nm). Cells producing Ca^2+^ transients were chosen randomly and were electrically paced by field stimulation at 1 Hz using platinum electrodes. Data was collected and analysed by averaging values across the line, over time, using Leica LAS AF software. “Paced” cells were classified as those in which Ca^2+^ transients were observed every 1 Hz over a 40 s interval, whereas in “non-paced” cells, Ca^2+^ transients were absent or unsynchronised. *p*-values were calculated using two-tailed Fisher's exact test.

## Author Contributions

SP, KM and PJS designed experiments, SP performed experiments and prepared the manuscript. MJB designed and performed ChIP and DNase assays, and analysed the microarray data. NP performed experiments and provided technical support. SD helped establish Ca^2+^ assays and RHA provided assistance with anatomical analysis of mutant hearts.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Figures and Tables

**Fig. 1:**
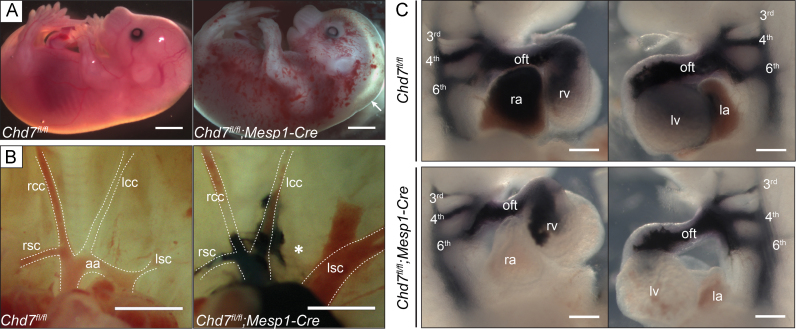
Major cardiovascular defects in *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos. (A) At E15.5, *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos showed severe oedema (arrow) and/or haemorrhaging compared to littermate *Chd7*^*fl/fl*^ controls. (B) Normal great vessel configuration was seen in *Chd7*^*fl/fl*^ embryos, whilst 21% of *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos showed interrupted aortic arch type B (IAA-B) when examined at E15.5 (star). India ink injection was used on the *Chd7*^*fl/fl*^*;Mesp1-Cre* embryo shown here to better visualise the great vessels. (C) Ink injection at E10.5 was used to visualise the developing left and right 3rd, 4th and 6th pharyngeal arch arteries (PAAs) in *Chd7*^*fl/fl*^ (top panel) and *Chd7*^*fl/fl*^*;Mesp1-Cre* (bottom panel) embryos. All *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos examined showed normal PAA development (*n*=14). *Scale bars represent 1* *mm (A), 0.5* *mm (B) or 0.2* *mm (C). rsc/lscindicates right/left subclavian artery; rcc/lcc, right/left common carotid artery; aa, aortic arch; oft, outflow tract; ra/la*, *right/left atrium; rv/lv, right/left ventricle.*

**Fig. 2:**
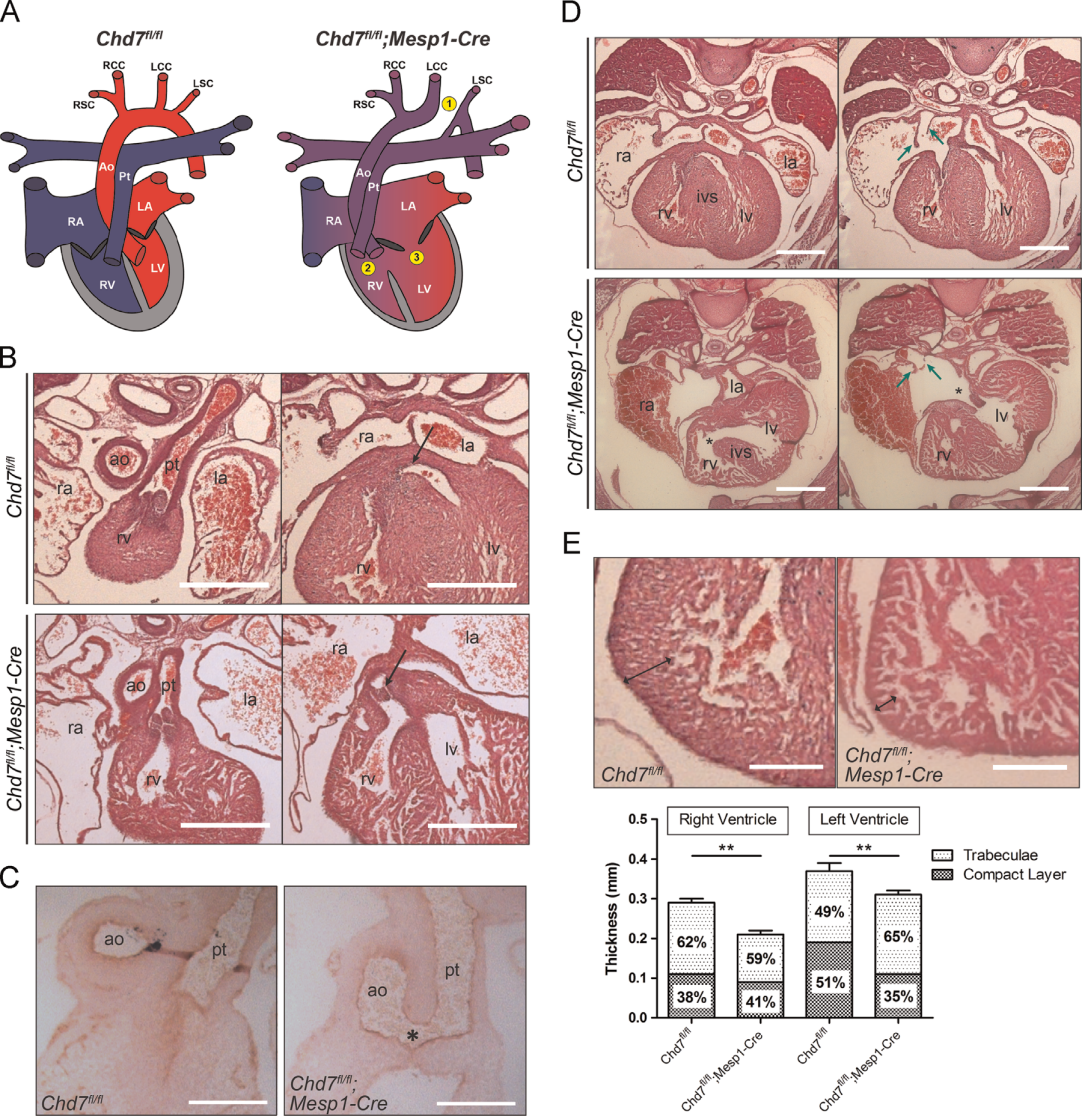
Structural defects affecting the arterial and venous poles. (A) Schematic to show the normal configuration of the heart in *Chd7*^*fl/fl*^ controls, with complete separation of the pulmonary (blue) and systemic (red) circulatory systems, compared to major septation and alignment defects seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts. These included interrupted aortic arch type B (IAA-B-1), double outlet right ventricle (DORV-2) and double inlet left ventricle (DILV-3). (B) Transverse H&E sections through the heart at E15.5 showed normal morphology in *Chd7*^*fl/fl*^ embryos, whilst DORV was present in 60% of *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts, whereby both the pulmonary trunk (left panel) and the base of the aorta (black arrow, right panel) arise from the right ventricle. (C) Common arterial trunk (CAT), where the outflow tract is not fully septated into a separate aorta and pulmonary trunk, was seen in a *Chd7*^*fl/fl*^*;Mesp1-Cre* embryo collected at E13.5. An aortopulmonary window (star) can be seen, above a common set of valves. Normal OFT septation was seen in all *Chd7*^*fl/fl*^ controls. (D) All *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts had DILV, including inter-ventricular communication (star, left panel), common AV valves (star, right panel) and poor formation of the venous valves (green arrows). (E) The compact myocardial layer of the ventricular wall was thin when compared to *Chd7*^*fl/fl*^ hearts (compare double-headed arrows). The bar graph shows the mean thickness of the compact and trabecular layers of the ventricles, indicating that the overall thickness of both the right and left ventricles was significantly reduced in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts. The percentage of the overall wall thickness that each layer comprised is also indicated on the graph, showing the compact layer is particularly affected in the left ventricle of the mutants. *^⁎⁎^ p<0.01 (calculated using unpaired student t test). Scale bars represent 0.5 mm. ao indicates aorta; pt, pulmonary trunk; ra/la, right/left atrium; rv/lv, right/left ventricle; ivs, inter-ventricular septum*.

**Fig. 3:**
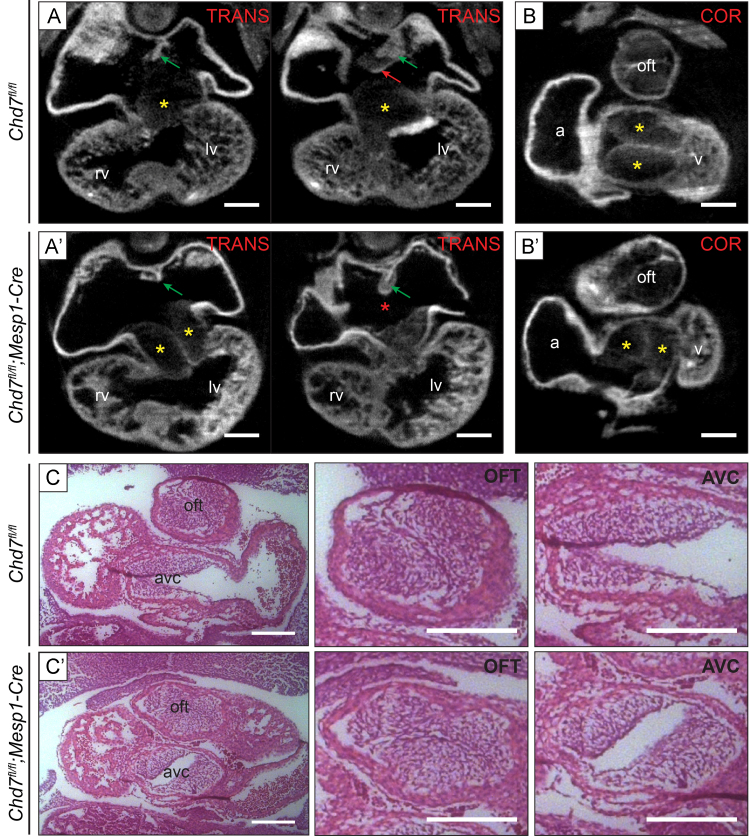
E11.5 *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts show loss of the vestibular spine and misaligned endocardial cushions. (A) Transverse (TRANS) OPT sections through a *Chd7*^*fl/fl*^ heart showed formation of the primary atrial septum (green arrows) and the vestibular spine (red arrow). The endocardial superior and inferior AV cushions were seen in separate planes (yellow stars). In the *Chd7*^*fl/fl*^*;Mesp1-Cre* heart (A′) the atrial septum formed as expected (green arrows), but the vestibular spine was completely absent (red star). The arrangement of the endocardial cushions was also grossly abnormal, with both seen adjacently in the same plane (yellow stars). (B) Digital re-slicing was used to produce coronal (COR) sections of the same hearts, which highlighted the abnormal positioning of the endocardial cushions following mesodermal *Chd7* ablation (B′, yellow stars). (C) Morphology was also examined using H&E staining of coronal sections at E11.5, to better view the cushions of the OFT and AV canal. Despite their abnormal positioning within the AV canal, mesenchymal population of the cushions does not appear to be affected in mutants. *Scale bars represent0.2* *mm. oft indicates outflow tract; rv, right ventricle; lv, left ventricle; a, atrium; v, ventricle; avc, atrioventricular canal*.

**Fig. 4:**
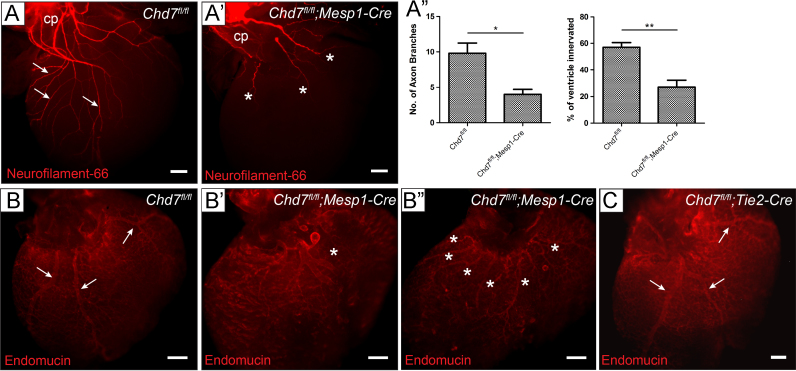
*Chd7*^*fl/fl*^*;Mesp1-Cre* hearts have defective innervation and coronary vein development. (A–A′) Wholemount immunostaining at E15.0 for Neurofilament-66 allowed visualisation of the sympathetic and parasympathetic innervation descending from the cardiac plexus and branching into the ventricles (white arrows). Severe truncation of axons was seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (stars, A′). (A″) Quantification of the innervation defects: *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (*n*=4) showed significantly fewer axonal branch points viewed on the dorsal surface of the heart than in *Chd7*^*fl/fl*^ controls (*n*=5). The percentage of the dorsal ventricular surface area covered by the extending axons was also measured and found to be significantly reduced from a mean value of 57% in controls to 27% in mutants. (B–C) Dorsal view of E15.5 hearts immunostained with anti-Endomucin showed formation of three main coronary veins in control hearts (white arrows, B). In *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts, patterning of the veins was clearly disrupted, with either severely truncated of vessels or additional smaller vessels seen (stars, B′ and B″). However, coronary vein development was normal in *Chd7*^*fl/fl*^*;Tie2-Cre* hearts (arrows, C). *^⁎^ p<0.05, ^⁎⁎^ p<0.01 (unpaired student t test). Scale bars represent2* *mm. Cp indicates cardiac plexus*.

**Fig. 5:**
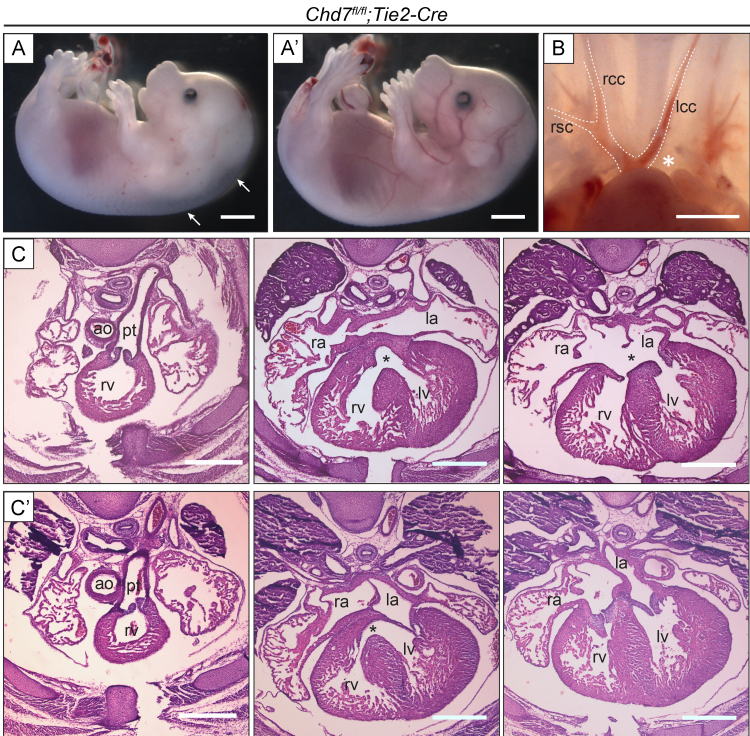
Endocardial ablation of *Chd7* results in less severe cardiovascular defects. (A) Mild oedema (left panel) was seen in just 18% of *Chd7*^*fl/fl*^*;Tie2-Cre* embryos collected at E15.5 (*n*=11), whilst the majority of these embryos had a normal external appearance (right panel). (B) One *Chd7*^*fl/fl*^*;Tie2-Cre* embryo examined showed interrupted aortic arch type B (IAA-B, star), as also seen in *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos. (C–C′) Two examples of H&E transverse sections through E15.5 *Chd7*^*fl/fl*^*;Tie2-Cre* hearts, both of which show normal septation and alignment of the OFT (far left panels). The first (C) shows inter-ventricular communication associated with a balanced atrio-ventricular septal defect (AVSD, stars), and a thin myocardial wall in the right ventricle. The second (C′) shows a milder phenotype of ventricular septal defect (VSD, star in middle panel) with normal AV canal septation (right panel). *Scale bars represent 1 mm (A) or 0.5 mm (B–C). rsc indicates right subclavian artery; rcc/lcc, right/left common carotid artery; ao, aorta; pt, pulmonary trunk; rv/lv, right/left ventricle; ra/la, right/left atrium*.

**Fig. 6:**
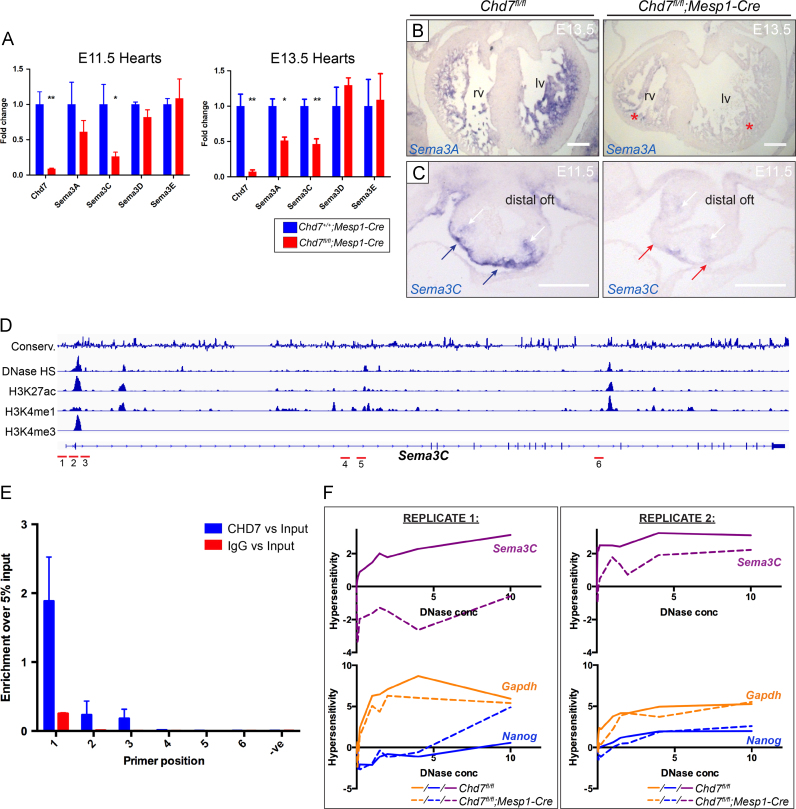
CHD7 regulates Class 3 Semaphorin expression in the developing heart. (A) Real-time PCR comparing expression of Class 3 Semaphorin genes in *Chd7*^*+/+*^*;Mesp1-Cre* and *Chd7*^*fl/fl*^*;Mesp1-Cre* dissected hearts at E11.5 and E13.5. Supplemental Table S7 shows the microarray results for these genes for comparison. (B) At E13.5, trabecular expression of *Sema3A* was seen by ISH on control *Chd7*^*fl/fl*^ sections, with significant reduction in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (red stars). (C) ISH at E11.5 showed *Sema3C* expression in the myocardial cuff (blue arrows), which was strongly downregulated at the distal end of the OFT in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (red arrows). *Sema3C* expression in the cardiac neural crest was also slightly reduced in mutants (white arrows). (D) ENCODE data around the *Sema3c* locus was used to design primer sets (denoted in red) to overlap with areas of DNase I hypersensitivity and histone modification marks associated with suspected promoter and enhancer regions. (E) ChIP-PCR demonstrated CHD7 binding around the promoter of *Sema3C* at E11.5 using Primer pair 1. (F) DNase I hypersensitivity assay showed greater chromatin compaction in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (dotted line) than littermate controls (solid line) at the *Sema3c* promoter. Little change was seen at the *Gapdh* or *Nanog* promoters, although *Gapdh* displayed greater hypersensitivity, correlating with its constitutive expression. Individual replicates are shown, as it was not possible to normalise across separate experiments. ⁎ *p<0.05,* ⁎⁎ *p<0.01 (unpaired studentttest). Scale bars represent0.2* *mm. oft indicates outflow tract; rv, right ventricle; lv, left ventricle*.

**Fig. 7:**
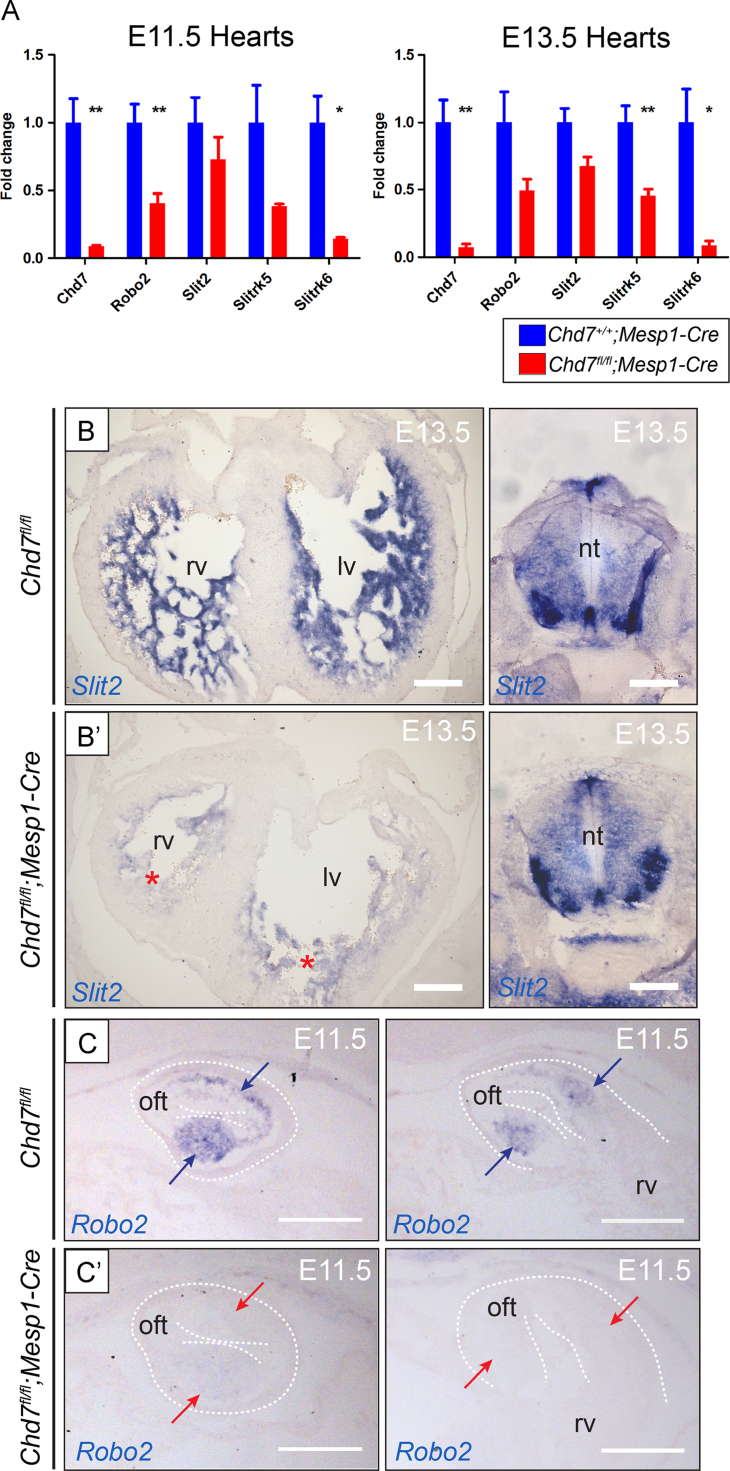
Disruption to the Slit–Robo pathway in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts. (A) Real-time PCR also showed disruption to Slit–Robo pathway genes in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts compared to *Chd7*^*+/+*^*;Mesp1-Cre* at E11.5 and E13.5. Supplemental Table S7 shows the microarray results for these genes. (B) *Slit2* expression is seen by ISH in the trabeculae at E13.5, with staining greatly reduced in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (red stars). Sections through the neural tube of the same embryos are shown as an internal positive control for *Slit2* expression (right), showing the loss of expression is specific to *Mesp1*-derived tissue. (C) *Robo2* expression seen in the cushions of the proximal OFT (blue arrows) was lost in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts (red arrows). ^⁎^*p<0.05,*^⁎⁎^*p<0.01 (unpaired student t test).Scale bars represent0.2* *mm. oft indicates outflow tract; rv, right ventricle; lv, left ventricle; nt, neural tube*.

**Fig. 8:**
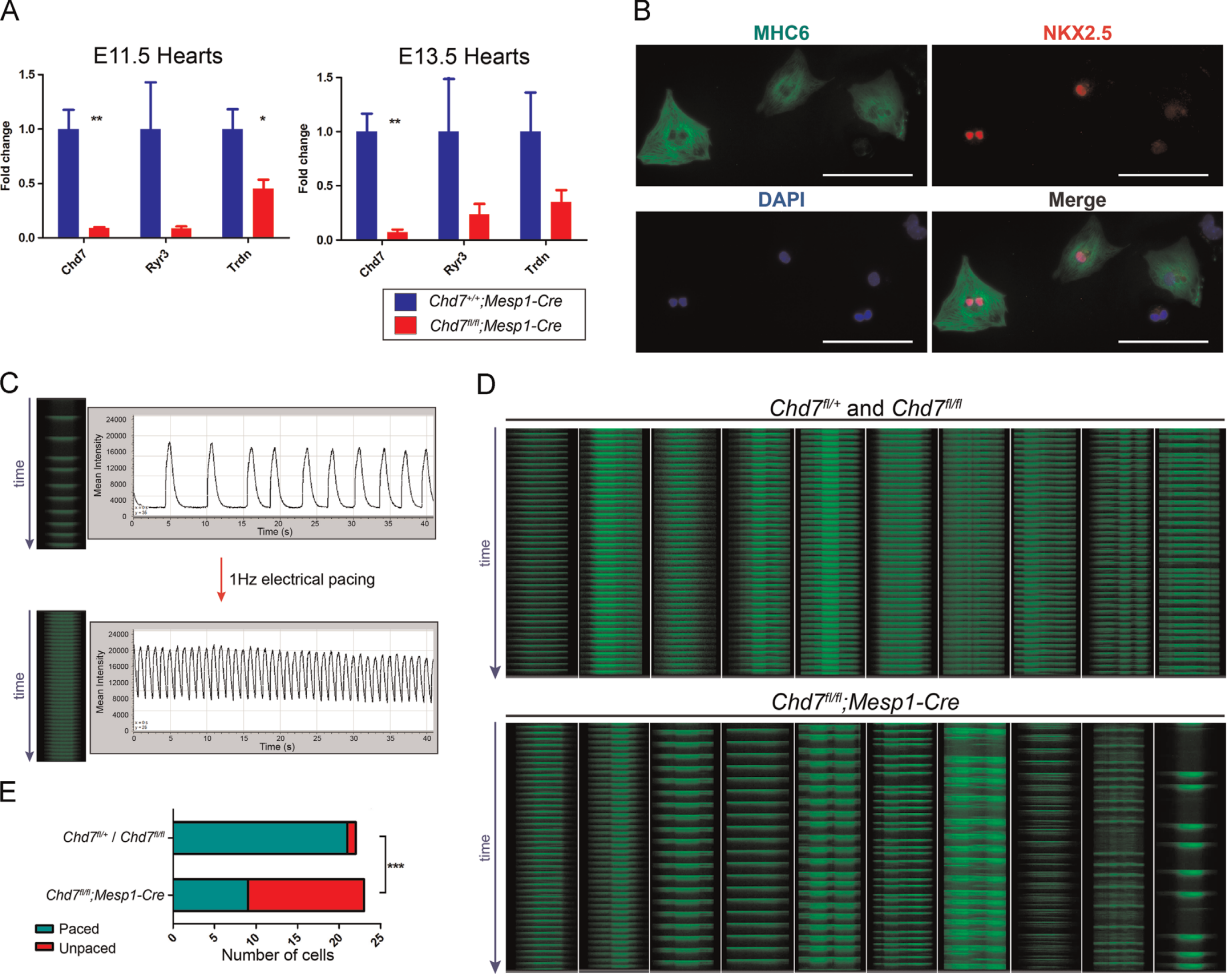
Impairment of excitation–contraction coupling in *Chd7*^*fl/fl*^*;Mesp1-Cre* cardiomyocytes. (A) Real-time PCR confirmed downregulation of selected Ca^2+^ handling genes in *Chd7*^*fl/fl*^*;Mesp1-Cre* dissected hearts at E11.5 and E13.5. Supplemental Table S7 shows the microarray results for these genes. (B) Immunocytochemistry showed cardiac-specific myosin heavy chain 6 (MHC6) and nuclear NKX2-5 levels in isolated E13.5 cardiomyocytes. (C) Rapid line scan analysis of Ca^2+^ transients over 40 s in individual cardiomyocytes showed irregular contractions, which could be paced using electrical field stimulation at 1 Hz. (D) Comparison of 10 representative control *Chd7*^*fl/+*^ or *Chd7*^*fl/fl*^ line scans (top panel) with *Chd7*^*fl/fl*^*;Mesp1-Cre* (bottom panel) showed a range of pacing defects in *Chd7*^*fl/fl*^*;Mesp1-Cre* cardiomyocytes. Only one control cell tested did not pace fully (far right of top panel). (E) Significantly fewer *Chd7*^*fl/fl*^*;Mesp1-Cre* cells responded to the electrical pacing compared to control cells. ^⁎^*p<0.05,*^⁎⁎^*p<0.01 (unpaired studentttest),*^⁎⁎⁎^*p<0.0001 (two-tailed Fisher's exact test).Scale bars in B represent0.1* *mm.*

**Table 1:** Cardiovascular defects observed at E15.5 in embryos from the *Chd7*^*fl/fl*^ x *Chd7*^*fl/+*^*;Mesp1-Cre* cross.

**Genotype**	**IAA-B**	**AVSD**	**DILV**	**DORV**	**Myocardial non-compaction**	**Venous valve defect**
***Chd7***^***fl/+***^	0/11	0/7	0/7	0/7	0/7	0/7
***Chd7***^***fl/fl***^	1/16	0/5	0/5	0/5	0/5	0/5
***Chd7***^***fl/+***^***;Mesp1-Cre***	1/9	0/4	0/4	0/4	0/4	0/4
***Chd7***^***fl/fl***^***;Mesp1-Cre***	3/14	10/10	10/10	6/10	8/10	9/10

IAA-B indicates interrupted aortic arch type B; AVSD, atrioventricular septal defect; DILV, double inlet left ventricle; DORV, double outlet right ventricle.

**Table 2:** Comparison of cardiovascular defects observed at E15.5 in *Chd7*^*fl/fl*^*;Tie2-Cre* and *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos.

	***Chd7***^***fl/fl***^***;Tie2-Cre***	***Chd7***^***fl/fl***^***;Mesp1-Cre***
Oedema	18%	68%
Haemorrhage	0%	64%
IAA-B	12.5%	21%
AVSD	12.5%	100%
DILV	0%	100%
VSD only	25%	N/A
ASD only	12.5%	N/A
DORV	0%	60%
Myocardial non-compaction	37.5%	80%
Venous valve defects	0%	90%

Viable?	Yes – 5/8	No – 0/9

Genotypes were recorded as viable if live pups were recorded at P10, the numbers indicate the number of observed pups compared to the expected number based on Mendelian ratios. Numbers of *Chd7*^*fl/fl*^*;Mesp1-Cre* embryos examined are shown in Table 1. For *Chd7*^*fl/fl*^*;Tie2-Cre*, *n*=11 for external phenotypes and *n*=8 for great vessel and cardiac defects. IAA-B indicates interrupted aortic arch type-B; AVSD, atrioventricular septal defect; VSD, ventricular septal defect; ASD, atrial septal defect; DILV, double inlet left ventricle; DORV, double outlet right ventricle.

**Table 3:** Genes identified through microarray analysis with differential expression in *Chd7*^*fl/fl*^*;Mesp1-Cre* hearts following multiple testing correction (log_2_ FC>0.5, adj.*p.*value <0.05).

**Ensembl ID**	**Symbol**	**Chrom**	**Description**	**log**_**2**_** FC**	***p*-Value**	**Adj.*p*.value**
**E11.5**						
ENSMUSG00000041235	*Chd7*	4	Chromodomain helicase DNA binding protein 7	−1.68	6.11E−09	0.000212
ENSMUSG00000031558	*Slit2*	5	Slit homologue 2 (*Drosophila*)	−0.987	2.44E−08	0.000283
ENSMUSG00000035551	*Igfbpl1*	4	Insulin-like growth factor binding protein-like	1–1.30	1.08E−07	0.000939
ENSMUSG00000019787	*Trdn*	10	Triadin	−1.08	6.84E−07	0.00238
ENSMUSG00000039579	*Grin3 a*	4	Glutamate receptor ionotropic, NMDA3A	−0.972	6.21E−07	0.00238
ENSMUSG00000028883	*Sema3a*	5	Semaphorin 3A	−0.894	9.87E−07	0.00264
ENSMUSG00000018893	*Mb*	15	Myoglobin	−1.20	3.24E−06	0.00593
ENSMUSG00000024868	*Dkk1*	19	Dickkopf homologue 1 (*Xenopus laevis*)	−1.23	1.13E−05	0.0127
ENSMUSG00000004151	*Etv1*	12	ets Variant gene	1–0.614	1.11E−05	0.0127
ENSMUSG00000019906	*Lin7a*	10	Lin-7 homologue A (*C. elegans*)	−1.57	1.80E−05	0.0179
ENSMUSG00000044067	*Gpr22*	12	G protein-coupled receptor 22	−0.839	2.11E−05	0.0188
ENSMUSG00000052516	*Robo2*	16	Roundabout homologue 2 (*Drosophila*)	−0.907	2.38E−05	0.0201
ENSMUSG00000074491	*Clec4g*	8	C-type lectin domain family 4, member g	−0.986	2.52E−05	0.0203
ENSMUSG00000069171	*Nr2f1*	13	Nuclear receptor subfamily 2, group F, member	1–1.24	4.09E−05	0.0277
ENSMUSG00000016494	*Cd34*	1	CD34 antigen	−0.647	4.14E−05	0.0277
ENSMUSG00000073764	*Gm12888*	4	Predicted gene 12888	−0.837	4.38E−05	0.0282
ENSMUSG00000027463	*Slc52a3*	2	Solute carrier protein family 52, member	3–1.37	4.54E−05	0.0287
ENSMUSG00000007653	*Gabrb2*	11	Gamma-aminobutyric acid (GABA) A receptor, subunit beta	2–0.821	5.02E−05	0.0292
ENSMUSG00000020061	*Mybpc1*	10	Myosin binding protein C, slow-type	−1.25	5.32E−05	0.0303
ENSMUSG00000025488	*Cox8b*	7	Cytochrome c oxidase, subunit VIIIb	−1.17	6.16E−05	0.0323
ENSMUSG00000020682	*Mmp28*	11	Matrix metallopeptidase 28 (epilysin)	−0.564	6.10E−05	0.0323
ENSMUSG00000026678	*Rgs5*	1	Regulator of G-protein signalling	5–2.04	6.76E−05	0.0340
ENSMUSG00000049537	*Tecrl*	5	Trans-2,3-enoyl-CoA reductase-like	−0.643	6.93E−05	0.0341
ENSMUSG00000022519	*Srl*	16	Sarcalumenin	−0.550	7.58E−05	0.0346
ENSMUSG00000033737	*Fndc3c1*	*X*	Fibronectin type III domain containing 3C1	−1.07	8.05E−05	0.0354
ENSMUSG00000059742	*Kcnh7*	2	Potassium voltage-gated channel, subfamily H (eag-related), member 7	−0.992	8.03E−05	0.0354
ENSMUSG00000039057	*Myo16*	8	Myosin XVI	−0.717	0.000113	0.0446
ENSMUSG00000055639	*Dach1*	14	Dachshund 1 (*Drosophila*)	−0.673	0.000117	0.0450
ENSMUSG00000019851	*Perp*	10	PERP, TP53 apoptosis effector	−0.650	0.000118	0.0450
ENSMUSG00000061080	*Lsamp*	16	Limbic system-associated membrane protein	−0.577	0.000116	0.0450
ENSMUSG00000023328	*Ache*	5	Acetylcholinesterase	−0.799	0.000137	0.0497
ENSMUSG00000070867	*Trabd2b*	4	Predicted gene 12824	0.860	2.19E−06	0.00475
ENSMUSG00000021219	*Rgs6*	12	Regulator of G-protein signalling 6	0.895	4.07E−06	0.00615
ENSMUSG00000029322	*Plac8*	5	Placenta-specific 8	1.82	5.56E−06	0.00773
ENSMUSG00000025196	*Cpn1*	19	Carboxypeptidase N, polypeptide 1	1.47	6.39E−06	0.00854
ENSMUSG00000022103	*Gfra2*	14	Glial cell line derived neurotrophic factor family receptor alpha 2	1.19	8.69E−06	0.0108
ENSMUSG00000096555	*Olfr944*	9	Olfactory receptor 944	0.650	3.25E−05	0.0236
ENSMUSG00000069583	*Krtap12-1*	10	Keratin associated protein 12-1	0.558	4.05E−05	0.0277
ENSMUSG00000053519	*Kcnip1*	11	Kv channel-interacting protein 1	0.943	4.62E−05	0.0287
ENSMUSG00000051251	*Nhlh1*	1	Nescient helix loop helix 1	0.676	5.73E−05	0.0321
ENSMUSG00000095241	*Gm5478*	15		0.732	5.85E−05	0.0322
ENSMUSG00000097451	*Rian*	NA	NA	0.746	8.35E−05	0.0363
ENSMUSG00000027942	*4933434E20Rik*	3	RIKEN cDNA 4933434E20 gene	1.73	9.34E−05	0.0396
ENSMUSG00000031825	*Crispld2*	8	Cysteine-rich secretory protein LCCL domain containing 2	0.587	9.84E−05	0.0412
ENSMUSG00000029309	*Sparcl1*	5	SPARC-like 1	0.723	0.000106	0.0433
ENSMUSG00000070933	*Speer4d*	5	Spermatogenesis associated glutamate (E)-rich protein 4d	0.878	0.000110	0.0445
ENSMUSG00000058952	*Cfi*	3	Complement component factor i	1.10	0.000113	0.0446
ENSMUSG00000020427	*Igfbp3*	11	Insulin-like growth factor binding protein 3	0.854	0.000120	0.0453
ENSMUSG00000040653	*Ppp1r14 c*	10	Protein phosphatase 1, regulatory (inhibitor) subunit 14c	0.586	0.000123	0.0461
						
**E13.5**						
ENSMUSG00000041235	*Chd7*	4	Chromodomain helicase DNA binding protein 7	−1.58	1.41E−08	0.000489
ENSMUSG00000069171	*Nr2f1*	13	Nuclear receptor subfamily 2, group F, member	1–1.43	8.43E−06	0.0366
ENSMUSG00000023964	*Calcr*	6	Calcitonin receptor	−1.39	1.04E−05	0.0403
ENSMUSG00000073007	*Fam46d*	*X*	Family with sequence similarity 46, member D	−1.11	1.24E−05	0.0425
ENSMUSG00000033214	*Slitrk5*	14	SLIT and NTRK-like family, member	5–0.670	1.35E−05	0.0425
ENSMUSG00000028883	*Sema3 a*	5	Semaphorin 3A	−0.704	1.63E−05	0.0437
ENSMUSG00000025196	*Cpn1*	19	Carboxypeptidase N, polypeptide 1	1.93	2.32E−07	0.00404
ENSMUSG00000055312	*0610012H03Rik*	2	RIKEN cDNA 0610012H03 gene	0.911	3.92E−06	0.0273
ENSMUSG00000069792	*Wfdc17*	11	Predicted gene 11428	1.61	7.76E−06	0.0366

Chrom. indicates chromosome. Fold changes are given on a binary logarithmic scale (log_2_ FC), P.values of significance were calculated using a Bayes moderated *t* test, whilst adj.*p*.values of significance were calculated using the Benjamini and Hochberg False Discovery Rate process. Numerical values are shown to 3 significant figures.

## References

[bib1] Anderson R.H., Webb S., Brown N.A., Lamers W., Moorman A. (2003). Development of the heart: (2) septation of the atriums and ventricles. Heart.

[bib2] Buckingham M., Meilhac S., Zaffran S. (2005). Building the mammalian heart from two sources of myocardial cells. Nat. Rev. Genet..

[bib3] Bajpai R., Chen D.A., Rada-Iglesias A., Zhang J., Xiong Y., Helms J., Chang C.P., Zhao Y., Swigut T., Wysocka J. (2010). CHD7 cooperates with PBAF to control multipotent neural crest formation. Nature.

[bib4] Bosman E.A., Penn A.C., Ambrose J.C., Kettleborough R., Stemple D.L., Steel K.P. (2005). Multiple mutations in mouse Chd7 provide models for CHARGE syndrome. Hum. Mol. Genet..

[bib5] Bers D.M. (2002). Cardiac excitation–contraction coupling. Nature.

[bib6] Burney M.J., Johnston C., Wong K.Y., Teng S.W., Beglopoulos V., Stanton L.W., Williams B.P., Bithell A., Buckley N.J. (2013). An epigenetic signature of developmental potential in neural stem cells and early neurons. Stem Cells.

[bib7] Chang C.P., Bruneau B.G. (2012). Epigenetics and cardiovascular development. Annu. Rev. Physiol..

[bib8] Corsten-Janssen N., Kerstjens-Frederikse W.S., du Marchie Sarvaas G.J., Baardman M.E., Bakker M.K., Bergman J.E., Hove H.D., Heimdal K.R., Rustad C.F., Hennekam R.C. (2013). The cardiac phenotype in patients with a CHD7 mutation. Circ. Cardiovasc. Genet..

[bib9] Creazzo T.L., Godt R.E., Leatherbury L., Conway S.J., Kirby M.L. (1998). Role of cardiac neural crest cells in cardiovascular development. Annu. Rev. Physiol..

[bib10] Dobell A.R., Van Praagh R. (1996). The Holmes heart: historic associations and pathologic anatomy. Am. Heart J..

[bib11] Engelen E., Akinci U., Bryne J.C., Hou J., Gontan C., Moen M., Szumska D., Kockx C., van Ijcken W., Dekkers D.H. (2011). Sox2 cooperates with Chd7 to regulate genes that are mutated in human syndromes. Nat. Genet..

[bib12] Etchevers H.C., Amiel J., Lyonnet S., Saint-Jeannet J.P. (2006). Neural Crest Induction and Differentiation.

[bib13] Feiner L., Webber A.L., Brown C.B., Lu M.M., Jia L., Feinstein P., Mombaerts P., Epstein J.A., Raper J.A. (2001). Targeted disruption of semaphorin 3C leads to persistent truncus arteriosus and aortic arch interruption. Development.

[bib14] Feng Y., Valley M.T., Lazar J., Yang A.L., Bronson R.T., Firestein S., Coetzee W.A., Manley J.L. (2009). SRp38 regulates alternative splicing and is required for Ca(2+) handling in the embryonic heart. Dev. Cell.

[bib15] Gautier L., Cope L., Bolstad B.M., Irizarry R.A. (2004). affy—Analysis of Affymetrix GeneChip data at the probe level. Bioinformatics.

[bib16] Gentleman R.C., Carey V.J., Bates D.M., Bolstad B., Dettling M., Dudoit S., Ellis B., Gautier L., Ge Y., Gentry J. (2004). Bioconductor: open software development for computational biology and bioinformatics. Genome Biol..

[bib17] Hall B.D. (1979). Choanal atresia and associated multiple anomalies. J. Pediatr..

[bib18] Hurd E.A., Capers P.L., Blauwkamp M.N., Adams M.E., Raphael Y., Poucher H.K., Martin D.M. (2007). Loss of Chd7 function in gene-trapped reporter mice is embryonic lethal and associated with severe defects in multiple developing tissues. Mamm. Genome.

[bib19] Hasan W. (2013). Autonomic cardiac innervation: development and adult plasticity. Organogenesis.

[bib20] Huang D.W., Sherman B.T., Lempicki R.A. (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

[bib21] Hanchate N.K., Giacobini P., Lhuillier P., Parkash J., Espy C., Fouveaut C., Leroy C., Baron S., Campagne C., Vanacker C. (2012). SEMA3A, a gene involved in axonal pathfinding, is mutated in patients with Kallmann syndrome. PLoS Genet..

[bib22] Hernandez-Miranda L.R., Cariboni A., Faux C., Ruhrberg C., Cho J.H., Cloutier J.F., Eickholt B.J., Parnavelas J.G., Andrews W.D. (2011). Robo1 regulates semaphorin signaling to guide the migration of cortical interneurons through the ventral forebrain. J. Neurosci..

[bib23] Ieda M., Kanazawa H., Kimura K., Hattori F., Ieda Y., Taniguchi M., Lee J.K., Matsumura K., Tomita Y., Miyoshi S. (2007). Sema3a maintains normal heart rhythm through sympathetic innervation patterning. Nat. Med..

[bib24] Kisanuki Y.Y., Hammer R.E., Miyazaki J., Williams S.C., Richardson J.A., Yanagisawa M. (2001). Tie2-Cre transgenic mice: a new model for endothelial cell-lineage analysis in vivo. Dev. Biol..

[bib25] Kramer S.G., Kidd T., Simpson J.H., Goodman C.S. (2001). Switching repulsion to attraction: changing responses to slit during transition in mesoderm migration. Science.

[bib26] Kubilus J.K., Linsenmayer T.F. (2010). Developmental guidance of embryonic corneal innervation: roles of Semaphorin3A and Slit2. Dev. Biol..

[bib27] Layman W.S., McEwen D.P., Beyer L.A., Lalani S.R., Fernbach S.D., Oh E., Swaroop A., Hegg C.C., Raphael Y., Martens J.R. (2009). Defects in neural stem cell proliferation and olfaction in Chd7 deficient mice indicate a mechanism for hyposmia in human CHARGE syndrome. Hum. Mol. Genet..

[bib28] Liu Y., Harmelink C., Peng Y., Chen Y., Wang Q., Jiao K. (2014). CHD7 interacts with BMP R-SMADs to epigenetically regulate cardiogenesis in mice. Hum. Mol. Genet..

[bib29] Merki E., Zamora M., Raya A., Kawakami Y., Wang J., Zhang X., Burch J., Kubalak S.W., Kaliman P., Izpisua Belmonte J.C. (2005). Epicardial retinoid X receptor alpha is required for myocardial growth and coronary artery formation. Proc. Natl. Acad. Sci. USA.

[bib30] Mommersteeg M.T., Yeh M.L., Parnavelas J.G., Andrews W.D. (2015). Disrupted Slit-Robo signalling results in membranous ventricular septum defects and bicuspid aortic valves. Cardiovasc. Res..

[bib31] Nam J., Onitsuka I., Hatch J., Uchida Y., Ray S., Huang S., Li W., Zang H., Ruiz-Lozano P., Mukouyama Y.S. (2013). Coronary veins determine the pattern of sympathetic innervation in the developing heart. Development.

[bib32] Puceat M., Jaconi M. (2005). Ca^2+^ signalling in cardiogenesis. Cell Calcium.

[bib33] Randall V., McCue K., Roberts C., Kyriakopoulou V., Beddow S., Barrett A.N., Vitelli F., Prescott K., Shaw-Smith C., Devriendt K. (2009). Great vessel development requires biallelic expression of Chd7 and Tbx1 in pharyngeal ectoderm in mice. J. Clin. Investig..

[bib34] Rothberg J.M., Hartley D.A., Walther Z., Artavanis-Tsakonas S. (1988). slit: An EGF-homologous locus of D. melanogaster involved in the development of the embryonic central nervous system. Cell.

[bib35] Schnetz M.P., Bartels C.F., Shastri K., Balasubramanian D., Zentner G.E., Balaji R., Zhang X., Song L., Wang Z., Laframboise T. (2009). Genomic distribution of CHD7 on chromatin tracks H3K4 methylation patterns. Genome Res..

[bib36] Schnetz M.P., Handoko L., Akhtar-Zaidi B., Bartels C.F., Pereira C.F., Fisher A.G., Adams D.J., Flicek P., Crawford G.E., Laframboise T. (2010). CHD7 targets active gene enhancer elements to modulate ES cell-specific gene expression. PLoS Genet..

[bib37] Saga Y., Miyagawa-Tomita S., Takagi A., Kitajima S., Miyazaki J., Inoue T. (1999). MesP1 is expressed in the heart precursor cells and required for the formation of a single heart tube. Development.

[bib38] Srinivasan R.S., Dillard M.E., Lagutin O.V., Lin F.J., Tsai S., Tsai M.J., Samokhvalov I.M., Oliver G. (2007). Lineage tracing demonstrates the venous origin of the mammalian lymphatic vasculature. Genes Dev..

[bib39] Schulz Y., Wehner P., Opitz L., Salinas-Riester G., Bongers E.M., van Ravenswaaij-Arts C.M., Wincent J., Schoumans J., Kohlhase J., Borchers A. (2014). CHD7, the gene mutated in CHARGE syndrome, regulates genes involved in neural crest cell guidance. Hum. Genet..

[bib40] Smyth G.K. (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat. Appl. Genet. Mol. Biol..

[bib41] Tian Y., Morrisey E.E. (2012). Importance of myocyte–nonmyocyte interactions in cardiac development and disease. Circ. Res..

[bib42] Vissers L.E., van Ravenswaaij C.M., Admiraal R., Hurst J.A., de Vries B.B., Janssen I.M., van der Vliet W.A., Huys E.H., de Jong P.J., Hamel B.C. (2004). Mutations in a new member of the chromodomain gene family cause CHARGE syndrome. Nat. Genet..

[bib43] Van Nostrand J.L., Brady C.A., Jung H., Fuentes D.R., Kozak M.M., Johnson T.M., Lin C.Y., Lin C.J., Swiderski D.L., Vogel H. (2014). Inappropriate p53 activation during development induces features of CHARGE syndrome. Nature.

[bib44] Waldo K.L., Hutson M.R., Stadt H.A., Zdanowicz M., Zdanowicz J., Kirby M.L. (2005). Cardiac neural crest is necessary for normal addition of the myocardium to the arterial pole from the secondary heart field. Dev. Biol..

[bib45] Zentner G.E., Layman W.S., Martin D.M., Scacheri P.C. (2010). Molecular and phenotypic aspects of CHD7 mutation in CHARGE syndrome. Am. J. Med. Genet. A.

[bib46] Zaidi S., Choi M., Wakimoto H., Ma L., Jiang J., Overton J.D., Romano-Adesman A., Bjornson R.D., Breitbart R.E., Brown K.K. (2013). De novo mutations in histone-modifying genes in congenital heart disease. Nature.

[bib47] Zhang B., Dietrich U.M., Geng J.G., Bicknell R., Esko J.D., Wang L. (2009). Repulsive axon guidance molecule Slit3 is a novel angiogenic factor. Blood.

How the deposited data were processed for this re-analysis (not part of the article)

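Hearts of *Chd7* fl/fl*;Mesp1-Cre* and control embryos were measured singly on Affymetrix Mouse Gene 1.0 ST arrays, with 4 hearts in each of the 4 groups of genotype and stage (E11.5 and E13.5), 16 arrays in all. The authors normalised the arrays with RMA in the affy package, which corrects the background, equalises the distributions of the arrays and summarises the probes of each probe set, and they named limma for differential expression. The main text of the paper does not state the versions, nor whether both stages were normalised in a single run. Its supplemental methods were not read. The values are on the log2 scale, and were not changed before the tests. The table held 34760 probe sets with no missing values. The probe-level files were not used here. Spread within arrays differed between the stages.

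Probe sets were joined to gene symbols through the platform annotation, and 21553 symbols were found by Entrez ID in a table of mouse genes. That table follows assembly GRCm38 and was used for names, chromosomes and neighbours only. Of 19937 genes with a probe set of their own, 954 had more than 1. *Ddx3y*, a Y-linked gene, had no probe set listed, so the Y-linked covariate used 3 genes.

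All 16 arrays were fitted in limma 3.58.1 under R 4.3.3, with a mean for each group and limma's default moderation of variances. The comparisons were mutant minus control at each stage, and the difference between these. The paper's thresholds were used (log2 FC over 0.5 in size and adjusted p under 0.05), and the test of the difference had no threshold on the fold change. Of 32 gene lists with 531 genes, 495 genes had a probe set, and 31 lists were tested at each stage with camera at a preset correlation between genes of 0.01, with p values adjusted over the lists of a stage. Beside it, camera with an estimated correlation and fry were run. Levels of single genes and list medians per heart were compared by exact permutation tests. Genes were named by a rule set together with the lists, when the paper's tables had been read: every gene the paper names from the arrays, the 10 called genes with the largest log2 FC per stage and direction whose hearts were fully apart, and up to 4 members with the smallest p of each list described. Lists of marker genes for other tissues were added after the values had been seen.

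The fit was tested on simulated data, in which changes of known size were added to 50 genes for each size. The adjustment depends on how many genes change, so the shares found need not hold for the real data. Of true log2 FC values of 0.75, 44% were found at E11.5 and 54% at E13.5, against 88% and 90% at 1.5 and 100% at 2, with 14 and 9 false calls among 34760 probe sets.

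The alternatives were to fit each stage alone, a trended and robust prior, array weights, quantile or cyclic loess normalisation of the values, centring of arrays, leaving out dim probe sets (below percentile 40 of the means), probe sets that name a single gene only, the median of a gene's probe sets, a term for the replicate number, the Y-linked covariate, no threshold on the fold change, and leaving out each heart in turn. Replicate numbers did not pair mutant with control hearts, so the term for the replicate number is given among the alternatives only. Leaving out the 3 hearts that stand apart was added after seeing the data. Hearts were regrouped in each of the 35 ways for a stage. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The real-time PCR, in situ hybridisation, ChIP, DNase and Ca2+ imaging experiments were not analysed here.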

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

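The marker lists for other tissues, the test of blood content, the test of genes near *Chd7* and the fit without hearts that stand apart were chosen only after the result was seen. The regroupings of hearts and the tests of sex and of single hearts were chosen before.

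Transcripts foreign to the other hearts were found in mutant E11.5 replicate 3, where 27 genes stood over 1 above every other E11.5 heart on the log2 scale, among them *Guca2b* (12.36, which is 5.25 above the highest other heart), *Akr1c18* (9.84, 4.79 above), *Aoc1* (10.28, 4.41 above) and *Prap1* (11.21, 4.25 above). A candidate source is RNA of another tissue. It was tested by the median of marker genes in this heart minus that of the other 7 E11.5 hearts. This median was 0.174 for uterine lining and decidua, with genes from -0.58 (*Padi2*) to 1.49 (*Pigr*) and 1.54 (*Gabrp*). For kidney tubule it was 0.114, with genes from -0.35 (*Slc5a2*) to 1.40 (*Pax8*). For trophoblast, intestinal epithelium and yolk sac endoderm it was 0.0982, 0.00193 and -0.0287. Against 10000 random lists, the 5 medians stood at percentiles 80.3, 58.0, 49.0, 18.9 and 20.6 in this order. These lists left out most of the genes that stood apart, so they exclude none of these tissues, and the sources cannot be told apart. All 5 medians lay under the bound first set for ruling a source out, and they were read as undecided only after they had been seen. No biological explanation was tested, since the design gives none for a single heart. Without this heart, 26 genes were lower and 14 higher at E11.5.

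Blood cell markers moved in opposite directions at E13.5: megakaryocyte genes were lower (median log2 FC -0.81, 15 of 15 below 0, 0 called by limma and 14 when adjusted over the list alone, adjusted p = 1.33e-21 from camera, but adjusted p = 0.0744 with an estimated correlation), with *Treml1* at -0.99, *Gp9* at -1.02 and *Alox12* at -1.12, while neutrophil genes were higher (median 0.457, 13 of 15 above 0, 0 called by limma and 4 when adjusted over the list alone, adjusted p = 1.16e-09, and adjusted p = 0.0409 with an estimated correlation), with *Mmp9* at 1.15, *Ngp* at 1.40 and *S100a8* at 1.03. For *Ngp*, mutant E13.5 replicate 3 stood at 8.81 against at most 6.87 in the other hearts of the stage, and without it the log2 FC was 0.81. *Mmp9* passed with array weights only (adjusted p between 0.0189 and 0.616 over the alternatives). Less blood in the mutant hearts would lower both lists, and the neutrophil median of 0.457 argues against it. A single heart as the whole cause is argued against by the share of the median kept without any 1 heart, at least 0.646 (neutrophil median 0.295 without mutant E13.5 replicate 3, megakaryocyte median -0.572 without control E13.5 replicate 1), and sex as the whole cause by the share kept with the Y-linked covariate, 0.944. The control hearts were split, however, with megakaryocyte medians of 0.48 and 0.44 for replicates 1 and 2 and of -0.47 and -0.48 for replicates 4 and 5, so that the exact permutation p over hearts was 0.0857. This split goes with sex, since Y-linked expression was low in controls 1 and 2 and high in 4 and 5. Control 1 also had a higher erythroid median (0.59, against -0.31 to -0.04 in the other controls). Its lung and foregut median was higher too (0.71, against -0.43 to -0.04). For control 1, sex therefore cannot be told apart from its content of blood or other tissue. Control 2 did not stand high in either list. Among hearts of the same sex the mutant hearts still stood lower, at -0.44, -0.84 and -0.79 for the low-Y replicates 1, 2 and 3, and at -1.04 for the high-Y replicate 4. That CHD7 loss shifts these blood lineages may be held as a hypothesis only. Differences between litters stay open and untested, as does an effect of Cre if the controls lacked it.

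The 54 genes called at E11.5 came from groups that differ in sex, with Y-linked expression high in 4 of 4 control and 2 of 4 mutant hearts. Among the high-Y hearts alone, 2 mutant and 4 control, the share of called genes with the same sign and a log2 FC over 0.5 was 1. The genes were called on these same hearts, and nearly all had mutant and control hearts fully apart. Their sign could therefore hardly change, and the share does not decide about sex as a cause. The median ratio of the log2 FC among high-Y hearts to that among all hearts was 0.976. It shares all 4 control and 2 of the 4 mutant hearts with the calls, so a value near 1 is partly built in. This ratio does not decide about sex either. With the Y-linked covariate, the median size of the log2 FC went from 0.877 to 0.864 and its standard error from 0.142 to 0.153, and 54 of 54 kept their sign, while fewer genes were called, for a cause that was not tested. Variants of another strain carried along with the *Chd7* allele would gather called genes around it, and the share of the called genes among the 200 measured genes nearest to *Chd7* was 0. Chromosome 4 held 4 called genes other than *Chd7* where 3.08 would fall by chance (Fisher's exact test, one-sided, p = 0.371). The loss of CHD7 remains as the biological explanation that the design names, with a part played by sex and differences between litters or scan dates open. An effect of Cre or of the *Mesp1-Cre* allele is open too, since the controls, labelled WT, may have lacked it. Whether called genes gather around *Mesp1* was not tested.

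With the hearts of a stage regrouped in the 35 possible ways, 1 way, the real one, gave as many calls. The other ways gave at most 3 genes against the 33 downregulated and 3 against the 21 upregulated at E11.5. At E13.5 they gave 0 against the 6 downregulated and 0 against the 3 upregulated. With 35 ways, the smallest share that the real one can reach is 0.0286. This argues against chance for each gene count but cannot exclude it. The downregulated genes also include *Chd7*, which is lower by design. For lists, they gave up to 8 against 10 at E11.5 and up to 12 against 14 at E13.5. These margins are too narrow to argue against chance for the lists. Regroupings with 2 mutant hearts on each side, which carry no difference of genotype, gave up to 5 lists at E11.5 and up to 12 at E13.5, so a list can pass from other differences between hearts. For a difference between the stages the real count is 0, so that 100 of 100 regroupings had to give as many (at most 1 in the others), and nothing about chance follows from them.

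Of 300 groups of 4 values, 24 held a heart far from the others by Dixon's ratio of gap to range, where about 15 would by chance. Among single genes, the heart and ratio were mutant E11.5 replicate 4 for *Sema3a* (0.929), control E11.5 replicate 3 for *Trdn* (0.893), mutant E13.5 replicate 1 for *Cacna2d3* (0.879), control E11.5 replicate 1 for *Gata4* (0.869) and for *Them7* (0.847), control E13.5 replicate 2 for *Slc52a3* (0.838), mutant E13.5 replicate 3 for *Igfbpl1* (0.917) and for *Cpn1* (0.887), and control E13.5 replicate 1 for *Rgs6* (0.921). Among list medians they were control E13.5 replicate 4 for SR Ca2+ genes (0.891), control E13.5 replicate 1 for cardiac transcription factors (0.834) and for trabecular genes (0.901), mutant E11.5 replicate 2 for regulators of G-protein signalling (0.88), control E13.5 replicate 5 for compact myocardium (0.865), control E11.5 replicate 4 for cushion genes (0.849) and macrophage genes (0.855), control E13.5 replicate 2 for cushion genes (0.966), mutant E11.5 replicate 1 for neutrophil genes (0.899), control E11.5 replicate 1 for lung and foregut genes (0.9) and mutant E13.5 replicate 4 for Y-linked genes (0.981). The array median stood apart in mutant E11.5 replicate 3 (0.833) and control E13.5 replicate 4 (0.901), and the number of genes far above all other hearts did in control E11.5 replicate 2 (ratio 1, 3 genes) and control E13.5 replicate 1 (ratio 1, 21 genes).

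Lists outside the genes that the paper discusses passed camera. Their median log2 FC was -0.067 for trabecular genes, a list that holds *Slit2* and *Sema3a*, and 0.358 for sinus node genes at E11.5, and -0.0877 for endothelial, -0.172 for cushion and 0.413 for macrophage genes at E13.5. With an estimated correlation these 5 did not pass (adjusted p = 0.125, 0.364, 0.159, 0.0514 and 0.137 with an estimated correlation). The Wnt antagonist gene *Wif1* differed between the stages before adjustment, with a log2 FC of 0.25 at E11.5 and -0.39 at E13.5 (difference -0.64, unadjusted p = 0.00301 from limma, adjusted p = 1.00), and its hearts were fully apart in opposite directions.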

How the results depend on the processing

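Leaving out the hearts that stand apart was chosen after seeing the data. For the downregulated genes at E11.5 (33), the number moved to 1 with each stage fitted alone, 8 with array weights, 57 with probe sets naming a single gene, 3 with a term for the replicate number, 11 with the Y-linked covariate and 16 without the hearts that stand apart, and for the upregulated (21) to 2, 6, 45, 1, 7 and 7, and to 32 after quantile normalisation. At E13.5 the downregulated (6) moved to 1 with the stage fitted alone, 15 with a trended and robust prior, 27 with array weights, 1 after quantile and 11 after loess normalisation, 17 without dim probe sets, 16 with probe sets naming a single gene, 0 with the replicate term and 1 with the Y-linked covariate, and the upregulated (3) to 1, 10, 14, 1, 6, 8, 10, 0 and 1, and to 9 with the median of a gene's probe sets. Without 1 heart, the ranges were 12 to 33 and 7 to 26 at E11.5 and 1 to 10 and 1 to 8 at E13.5, lowest at E11.5 without control E11.5 replicate 3 and highest at E13.5 without mutant E11.5 replicate 4. Fewer hearts, in these and in the stages fitted alone, leave fewer degrees of freedom, and probe sets of single genes mean fewer tests. The array weights lay between 0.512 and 0.972 at E11.5 and between 1.1 and 2.18 at E13.5, so the E11.5 arrays varied more. The main fit takes a single variance per gene over both stages. The numbers called at E11.5 and E13.5 are therefore not a measure of which stage changed more. For the remaining settings, the cause was not tested. The difference between the stages gave 0 genes in every setting that could test it, which each stage fitted alone cannot. The 10 lists called at E11.5 went to 1 with an estimated correlation and 2 with fry, and the 14 at E13.5 to 2, 4 and, with the stage fitted alone, 9. Without 1 heart they ranged from 8 to 11 and from 12 to 15. The correlation of 0.279 between the stages went to 0.419 without dim probe sets. For 284 named genes, 2912 of 3082 values under other settings at E11.5 and 2933 of 3082 at E13.5 kept the sign and the side of the threshold, with 91 and 38 calls lost, 22 and 37 gained, 57 and 74 changes of sign without a call, and 0 reversals of a called gene. The list of immediate early genes, higher at E11.5, reversed without the hearts that stand apart (adjusted p = 0.706). Scaling moved the median of all genes by less than 0.01. The number of arrays limits what can be called, and no signal over background is given in the values.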

Differences from the paper's values

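For *Chd7* the paper's log2 FC is -1.68 at E11.5 and -1.58 at E13.5, and the values here are -1.29 and -1.08. Of the 26 alternatives set before the data were examined, 0 close this gap at either stage. For *Trdn* the paper's values are -1.08 and -0.80, against -0.56 and -0.45 here. Of those alternatives, 1 closes it at both stages, the median of a gene's probe sets (-1.03 and -0.68), and 25 do not. Other single probe sets of the same arrays give the paper's values for both genes.

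The paper names *Slitrk6* among the downregulated Slit–Robo genes, citing panels of real-time PCR and in situ hybridisation. On the arrays its log2 FC was 0.53 at E11.5 (adjusted p = 0.527) and -0.11 at E13.5 (adjusted p = 1.00), while *Slit2* (-0.99) and *Robo2* (-0.91) at E11.5 and *Slitrk5* (-0.67) at E13.5 were downregulated. At the unadjusted threshold of the paper's Table S2, *Sema3c* at both stages, *Cacng7*, *Cacna2d3* and *Cacna1e* at E11.5 and *Ryr3* at E13.5 pass here as well. None of these passed adjustment with the settings chosen first. Array weights call *Ryr3* at E13.5 (adjusted p between 0.0252 and 1.00 over the alternatives), and quantile normalisation calls *Cacna1e* at E11.5 (between 0.0395 and 0.462).

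At the paper's thresholds, the calls shared with the paper's Table S2 numbered 31 downregulated and 19 upregulated at E11.5 and 6 and 3 at E13.5. Called here only were *Dnah3*, *Snora62*, *1700128E19Rik* and *B130024G19Rik*, and by the paper only Speer4d. The call of *Dnah3* rests on 1 dim probe set of 33 (log2 FC -0.66 at E11.5), against -0.04 for its brightest. *Casq2* (1.69) and *Mr1* (1.23) are in the paper's Table S2 and called here, and are missing from its Table 3.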

Other observations

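The test of a developmental lag was chosen before its result was seen, and the lists were written beforehand, so no test in this part was chosen only after the result, except leaving out the hearts that stand apart. Sinus node and venous pole genes were higher at E11.5 (9 of 11, median log2 FC 0.36, camera adjusted p = 0.000164, and adjusted p = 0.364 with an estimated correlation). *Rgs6* was called, and 4 genes were higher and 1 lower when adjusted over the list alone, with *Shox2*, a regulator of the pacemaker, at 1.03 (adjusted p = 0.257), *Smoc2*, a matricellular protein, at 0.63 (adjusted p = 0.275) and *Isl1*, a progenitor factor, at -0.44 (adjusted p = 0.277). At E13.5 the list did not pass (adjusted p = 0.115), except without mutant E13.5 replicate 2 (0.0210) or 4 (0.0111) or control E13.5 replicate 4 (0.0445). The difference between the stages was not tested for lists.

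Epicardial genes were higher at both stages (16 of 18, adjusted p = 0.000572, and 18 of 18, adjusted p = 3.02e-10, and adjusted p = 0.543 and 0.157 with an estimated correlation) by camera, with *Aldh1a2*, an enzyme of retinoic acid synthesis, at 0.79 and 0.69. The log2 FC of *Aldh1a2* at E13.5 lay between 0.41 and 0.87 over the alternatives. By limma 0 members were called, and 2 were higher at E11.5 when adjusted over the list alone. Over hearts the exact permutation p was 0.114 and 0.171, and at E13.5 the list median was largest in mutant replicate 3 (0.94, against 0.46, 0.08 and 0.00038 in the others). The E11.5 call was lost with the Y-linked covariate (adjusted p = 0.0725, from 1.43e-05 to 0.543 over the alternatives). Cushion genes were lower (12 of 19, adjusted p = 0.0229, and 15 of 19, adjusted p = 8.07e-05, and adjusted p = 0.381 and 0.0514 with an estimated correlation), with 6 lower and 1 higher at E11.5 and 1 lower at E13.5, *Hapln1*, adjusted over the list alone. The E11.5 result was lost without mutant E11.5 replicate 2 (0.170) or control E11.5 replicate 1 (0.0861) or 2 (0.0543). Trabecular genes, which hold *Slit2* and *Sema3a* and so are not independent evidence, were lower (9 of 14, adjusted p = 0.0127, and 8 of 14, adjusted p = 0.0231, and adjusted p = 0.125 and 0.101 with an estimated correlation), but not without mutant E11.5 replicate 1 at E11.5 (0.0689), nor at E13.5 without mutant E13.5 replicate 2 (0.0762) or control E13.5 replicate 5 (0.0569). Adjusted over the list alone, 4 were lower at E11.5, and 3 lower and 1 higher at E13.5. Compact myocardium was higher at E11.5 (7 of 7, adjusted p = 0.0137, and adjusted p = 0.381 with an estimated correlation), but not without mutant E11.5 replicate 4 (0.167) or control E11.5 replicate 4 (0.0828), and did not pass at E13.5 (adjusted p = 0.331). Endothelial genes did not pass at E11.5 (adjusted p = 0.356), where *Cd34* was called (-0.65), a call lost when each stage was fitted alone, with the replicate term, with the Y-linked covariate, without the hearts that stand apart, and without mutant E11.5 replicate 2 or 4 or control E11.5 replicate 1, 3 or 4 (adjusted p between 0.00402 and 0.359 over the alternatives), and were lower at E13.5 (14 of 17, adjusted p = 0.00461, and adjusted p = 0.159 with an estimated correlation), but not without mutant E13.5 replicate 3 (0.103).

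Hypoxia-induced genes were higher at both stages (21 of 21, adjusted p = 3.92e-08, and 20 of 21, adjusted p = 0.000741, and adjusted p = 0.450 and 0.585 with an estimated correlation), most in mutant E11.5 replicate 4, and over hearts the exact permutation p was 0.0571 at E11.5 and 0.229 at E13.5. Erythroid genes were lower at E11.5 (16 of 16, adjusted p = 6.19e-06, and adjusted p = 0.498 with an estimated correlation) and did not pass at E13.5 (adjusted p = 0.461) except as lower with a term for the replicate number (0.0412) or without control E13.5 replicate 4 (0.0248). Megakaryocyte genes were lower also at E11.5 (15 of 15, adjusted p = 0.000474, and adjusted p = 0.543 with an estimated correlation, exact permutation p over hearts 0.2). Macrophage genes were higher at E13.5 (13 of 14, adjusted p = 3.75e-07, and adjusted p = 0.137 with an estimated correlation), with *Vsig4* and *Lyve1* higher when adjusted over the list alone, and did not pass at E11.5 (adjusted p = 0.121) except without mutant E11.5 replicate 2 (0.00492) or 4 (0.0162). Neutrophil genes did not pass at E11.5 (adjusted p = 0.672).

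Immediate early genes were higher at E11.5 (adjusted p = 0.0229, and adjusted p = 0.543 with an estimated correlation), but not without mutant E11.5 replicate 4 (0.722) or control E11.5 replicate 1 (0.0861) or 2 (0.0621), and did not pass at E13.5 (0.795). At E13.5, sarcomere genes (22 of 32 lower, adjusted p = 0.0231) passed, but not without mutant E13.5 replicate 1 (0.348) or control E13.5 replicate 4 (0.0870) or 5 (0.175), neuronal genes (12 of 17 higher, adjusted p = 0.0231) passed, but not without mutant E13.5 replicate 1 (0.0856) or 2 (0.224), and lung and foregut genes (7 of 9 lower, adjusted p = 0.0451) passed, but not without mutant E11.5 replicate 1 (0.0536), 3 (0.0559) or 4 (0.0560), control E11.5 replicate 4 (0.0516), mutant E13.5 replicate 1 (0.0810), 3 (0.103) or 4 (0.0592) or control E13.5 replicate 1 (0.856). None of these 3 passed with an estimated correlation (adjusted p = 0.409, 0.159 and 0.409 with an estimated correlation), nor did they pass at E11.5 (0.960, 0.121 and 0.512), except neuronal genes without dim probe sets, and then as lower (0.0102), against their direction at E13.5. Not passing at either stage were Schwann cell and crest genes (adjusted p = 0.116 and 0.424), hepatocyte genes (0.607 and 0.503), skeletal muscle precursors (0.153 and 0.567), p53 targets (0.905 and 0.676), proliferation genes (0.396 and 0.539), CHD remodellers (0.905 and 0.338) and Y-linked genes (0.100 and 0.115). Schwann cell and crest genes passed as lower at E11.5 with the Y-linked covariate (0.0162), where their hearts were fully apart (exact permutation p over hearts 0.0286), and Y-linked genes with the stage fitted alone (0.00287), with a trended and robust prior (0.0489) and with a term for the replicate number (0.00163) at E11.5. Of these lists, leaving out a heart gave a pass for hepatocyte genes at E13.5 (control E13.5 replicate 4, 0.0409), for proliferation genes at E11.5 (control E11.5 replicate 2, 0.0393) and for Y-linked genes (mutant E11.5 replicate 2, 0.0330, or mutant E13.5 replicate 4, 0.0341, at E11.5, and mutant E13.5 replicate 4, 0.000718, or control E13.5 replicate 1, 0.0341, or 2, 0.00338, at E13.5). Calls of lists in this part were also lost under other settings. At E11.5 that of immediate early genes was lost without dim probe sets (0.0935) and with the Y-linked covariate (0.0785). At E13.5 that of trabecular genes was lost with the stage fitted alone (0.123), that of endothelial genes with a term for the replicate number (0.115), that of sarcomere genes with the stage fitted alone (0.154), without dim probe sets (0.0681), with the replicate term (0.128) and with the Y-linked covariate (0.0720), that of neuronal genes with the stage fitted alone (0.0659), without dim probe sets (0.329) and with the Y-linked covariate (0.0511), and that of lung and foregut genes with the stage fitted alone (0.136), with array weights (0.216), after quantile (0.0663) or loess (0.0673) normalisation and with the replicate term (0.0611). Without the hearts that stand apart, the lists of compact myocardium (0.303) and immediate early genes at E11.5 and of neuronal (0.0633) and lung and foregut genes (0.936) at E13.5 did not pass, while Y-linked genes did at E13.5 (0.0498). With fry, of the lists called in this part, trabecular genes passed at both stages and cushion and neutrophil genes at E13.5, and the others did not. Over hearts, the exact permutation p of the list medians was 0.0286 for sinus node and trabecular genes, 0.0571 for cushion genes and compact myocardium, 0.171 for erythroid and 0.543 for immediate early genes at E11.5, and 0.0286 for cushion, endothelial, macrophage and neutrophil genes, 0.0857 for trabecular, 0.229 for sarcomere and 0.286 for neuronal genes at E13.5, where the mutant and control hearts also overlapped for lung and foregut genes. Median and mean, or one of them and the direction of the test, differed in sign at a stage for the lists of class 3 semaphorins, Ca2+ channels, SR Ca2+ genes, regulators of G-protein signalling, sarcomere, p53 targets, Wnt antagonists, CHD remodellers and proliferation.

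A lag in the development of mutant hearts may be held as a hypothesis. It predicts that genotype effects at E11.5 oppose the change of controls from E11.5 to E13.5 across genes. The correlation was 0.151 and -0.0735 with different control hearts on each side. Its sign depended on which control hearts were used, and whether the stages were normalised together is not known. The test therefore does not decide about a lag. Genes are not independent replicates.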
